# Phospho‐RNA‐seq: a modified small RNA‐seq method that reveals circulating mRNA and lncRNA fragments as potential biomarkers in human plasma

**DOI:** 10.15252/embj.2019101695

**Published:** 2019-05-03

**Authors:** Maria D Giraldez, Ryan M Spengler, Alton Etheridge, Annika J Goicochea, Missy Tuck, Sung Won Choi, David J Galas, Muneesh Tewari

**Keywords:** cell‐free RNA, extracellular RNA, liquid biopsy, RNA‐seq, RNA Biology

## Abstract

Extracellular RNAs (exRNAs) in biofluids have attracted great interest as potential biomarkers. Although extracellular microRNAs in blood plasma are extensively characterized, extracellular messenger RNA (mRNA) and long non‐coding RNA (lncRNA) studies are limited. We report that plasma contains fragmented mRNAs and lncRNAs that are missed by standard small RNA‐seq protocols due to lack of 5′ phosphate or presence of 3′ phosphate. These fragments were revealed using a modified protocol (“phospho‐RNA‐seq”) incorporating RNA treatment with T4‐polynucleotide kinase, which we compared with standard small RNA‐seq for sequencing synthetic RNAs with varied 5′ and 3′ ends, as well as human plasma exRNA. Analyzing phospho‐RNA‐seq data using a custom, high‐stringency bioinformatic pipeline, we identified mRNA/lncRNA transcriptome fingerprints in plasma, including tissue‐specific gene sets. In a longitudinal study of hematopoietic stem cell transplant patients, bone marrow‐ and liver‐enriched exRNA genes were tracked with bone marrow recovery and liver injury, respectively, providing proof‐of‐concept validation as a biomarker approach. By enabling access to an unexplored realm of mRNA and lncRNA fragments, phospho‐RNA‐seq opens up new possibilities for plasma transcriptomic biomarker development.

## Introduction

In recent years, the discovery of a variety of extracellular RNA (exRNA) molecules present in the human bloodstream and other biofluids has been of great interest given their potential value as minimally invasive biomarkers for a wide range of diseases (Freedman *et al*, 2016; Yuan *et al*, 2016; Godoy *et al*, 2018; Max *et al*, 2018). To date, characterization of exRNAs in blood has mostly focused on microRNAs, which have been shown to be exceptionally stable in plasma (i.e., the acellular portion of blood) by virtue of being protected in complexes with Argonaute proteins and extracellular vesicles (Hunter *et al*, 2008; Arroyo *et al*, 2011). However, microRNAs represent a small fraction of the human transcriptome and only a small minority of microRNAs show exquisite tissue or disease specificity (Ludwig *et al*, 2016). The degree to which the more predominant components of the transcriptome, notably mRNAs and lncRNAs, are represented in blood as exRNA is not clearly established. Yet, mRNAs and lncRNAs are highly appealing from the standpoint of biomarkers for monitoring health and disease due to their multiple established tissue‐ and disease‐specific gene expression signatures (Perou *et al*, 2000; Potti *et al*, 2006; Chen *et al*, 2007; Ben‐Porath *et al*, 2008; Liu *et al*, 2008; Iyer *et al*, 2015).

RNA‐seq has transformed transcriptome characterization in a wide range of biological contexts (Mortazavi *et al*, 2008; Wang *et al*, 2009) including its application to analyze exRNA in body fluids (Adiconis *et al*, 2013; Giraldez *et al*, 2018). These efforts have begun to elucidate the complex composition of exRNA in blood (Freedman *et al*, 2016; Yeri *et al*, 2017; Godoy *et al*, 2018; Max *et al*, 2018). There have been indications of extracellular mRNA and lncRNA in some studies of plasma, but results have been inconsistent, with some profiling studies reporting a variable percentage of them and others not even reporting their presence (Huang *et al*, 2013; Koh *et al*, 2014; Freedman *et al*, 2016; Yuan *et al*, 2016; Danielson *et al*, 2017; Yeri *et al*, 2017; Godoy *et al*, 2018; Max *et al*, 2018). Moreover, these profiling studies have used a variety of methods to evaluate exRNA (e.g., microarrays and different methodologies for RNA‐seq) which, not surprisingly, contributes to the variation in findings.

We hypothesized that given the high concentration of RNases in the human bloodstream (Kamm & Smith, 1972), mRNAs and lncRNAs, if truly present in blood plasma at all, may not exist in full‐length form, but rather as small fragments. Furthermore, we hypothesized that standard ligation‐based small RNA‐seq methods might not detect such fragments because they are designed to capture microRNAs (Hafner *et al*, 2008), which by virtue of being products of RNase III class enzymes (e.g., Dicer) consistently present 5′ monophosphate (5′ P) and 3′ hydroxyl (3′ OH) ends (Lee *et al*, 2003). In contrast, the 5′ and 3′ ends of RNA cleavage products generated by other ribonucleases vary substantially, which might prevent efficient adapter ligation with typical small RNA‐seq methods. For example, abundant RNases in human blood circulation, such as those belonging to the ribonuclease A superfamily (Lu *et al*, 2018), degrade RNA dinucleotide bonds, leaving a 5′ OH and 3′ P product (Cuchillo *et al*, 2011). Therefore, we reasoned that in order to sequence a broader space of exRNAs beyond microRNAs, it would be essential to develop modifications to small RNA‐seq protocols that can enable capture of RNA fragments that may have these alternate 5′ and 3′ phosphorylation states.

Here, we modified the standard small RNA‐seq approach by incorporating both an upfront 5′ RNA phosphorylation/3′ dephosphorylation step using T4 polynucleotide kinase (referred to here subsequently as “PNK”) and a custom, high‐stringency bioinformatic data analysis pipeline to analyze non‐microRNA small RNA fragments. This approach, which we refer to as “phospho‐RNA‐seq”, revealed a large, untapped space of mRNAs and lncRNA fragments present in plasma. These fragments comprised tissue‐specific signatures that reflected biological processes of bone marrow reconstitution and acute liver injury in hematopoietic stem cell transplant (HSCT) patients. We propose that this approach opens up new opportunities for disease biomarker discovery through transcriptomic analysis of exRNA fragments in circulation.

## Results

### Synthetic RNA‐based technical validation of a phospho‐RNA‐seq protocol for recovering short mRNA and lncRNA fragments with ends lacking a 5′ P and/or possessing a 3′ P

To evaluate the performance of both standard and phospho‐RNA‐seq methods for recovering short oligonucleotides with varying end modifications likely to be found in human biofluids, we designed a synthetic reference pool comprising 476 ribonucleotides of different length (from 15 to 90 nt) and sequence (Table EV1). More specifically, our pool includes 286 human microRNAs, 8 plant microRNAs, 164 fragments of mRNA and lncRNAs ranging from 15 to 90 nt and including different end modifications (5′ P + 3′ OH, 5′ OH + 3′ P and 5′ OH + 3′ OH), and 18 artificial microRNA sequences as controls. As depicted in Fig 1A*,* we prepared small RNA libraries using this pool as input and following two different strategies: (i) standard ligation‐based methodology (i.e., TruSeq small RNA protocol) and (ii) our modified phospho‐RNA‐seq approach (i.e., RNA pretreatment with PNK which phosphorylates 5′ hydroxyl groups and removes 3′ phosphoryl groups from oligonucleotides, followed by standard small RNA library preparation methodology). Libraries were multiplexed, sequenced on a NextSeq platform, and analyzed as described in Materials and Methods.

**Figure 1:**
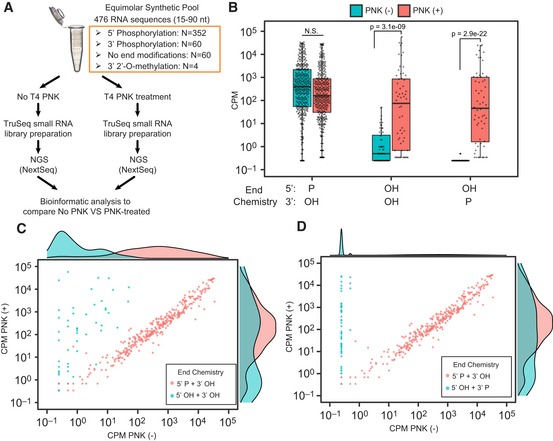
A modified protocol overcomes the low efficiency of standard ligation‐based small RNA library preparation methods for cloning short RNA sequences lacking a 5′ P or possessing a 3′ P ASchema of experimental design**.**
BBoxplots summarize the mean counts per million (CPM) observed for sequences contained in the synthetic equimolar pool (*y‐axis*, log_10_ scaled) presenting different end modifications (*x‐axis*), as measured from libraries prepared using a standard ligation‐based small RNA protocol (PNK (−)) and the phospho‐RNA‐seq strategy (PNK (+)). Boxes represent the mean ± interquartile range (IQR), and whiskers represent 1^st^/3^rd^ quartile 1.5 * IQR. Boxplots summarize mean CPM values for *n *= 352 (5′ P + 3′ OH sequences), *n* = 60 (5′ OH + 3′ OH sequences), and *n* = 60 (5′ OH + 3′ P sequences). Significant Bonferroni‐adjusted *P*‐values are shown from one‐tailed Wilcoxon rank‐sum tests for differences in abundance between PNK (+) and PNK (−), for sequences with the end chemistries shown (alternative hypothesis PNK+ > PNK−).C, DScatter plots showing the read distribution (CPM) observed for sequences of the synthetic equimolar pool with 5′ P (red dots) and (C) without end modifications (teal dots) or (D) with 3′ P (teal dots) as measured from libraries prepared using a standard ligation‐based small RNA protocol (*x*‐axis) and the phospho‐RNA‐seq strategy (*y*‐axis). Marginal density plots are included as a summary of the data.

As shown in Fig 1B*,* both strategies were able to recover the majority of sequences with 5′ P and 3′ OH in our pool, most of which are human microRNAs. In contrast, the phospho‐RNA‐seq approach recovered sequences that either lacked a 5′ P or had a 3′ P, which were largely undetectable by the standard methodology (Fig 1B–D). We confirmed that these results were not due to differences in sequencing depth, as the untreated library generated 4.1 million aligned reads, compared with only 2.9 million in the PNK‐treated library. These results confirmed that standard ligation‐based small RNA protocols are poorly suited for capturing non‐microRNA species lacking a 5′ P and, especially, those presenting a 3′ P.

### Phospho‐RNA‐seq combined with a high‐stringency bioinformatic pipeline enables reliable detection of mRNA/lncRNA fragments in human plasma

After validating the efficiency of our phospho‐RNA‐seq strategy for capturing mRNA and lncRNA fragments with a variety of end modifications in a setting where the ground truth is known (i.e., a synthetic pool of RNA), we aimed to design and test a pipeline that could enable reliable evaluation of mRNA and lncRNA fragments in real plasma samples, where the exRNA composition is unknown and the risk of false‐positive calling is higher. To this end, we obtained platelet‐poor plasma from five healthy control individuals (demographic features are shown in Appendix Table S1), prepared triplicate libraries for each individual using both standard small RNA‐seq methodology (TruSeq kit) and phospho‐RNA‐seq, and performed multiplexed sequencing on a HiSeq platform (Fig 2A).

**Figure 2:**
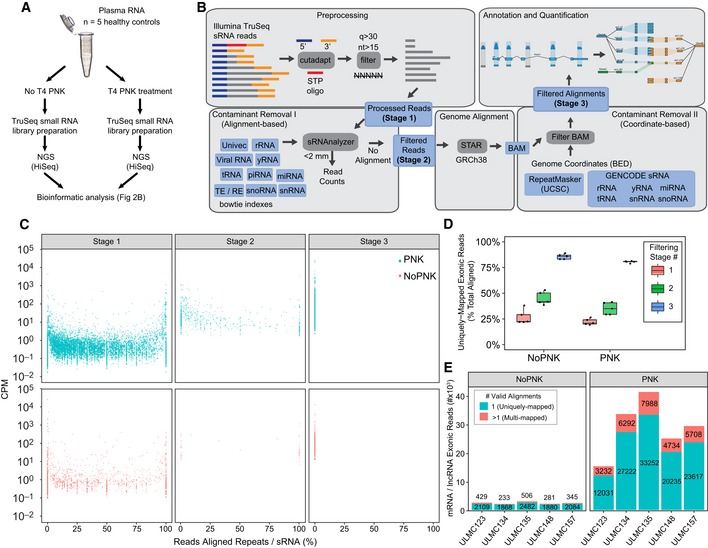
Phospho‐RNA‐seq combined with stringent contaminant sequence filtering reduces false‐positive mRNA/lncRNA fragments Schema of experimental design.Schema of bioinformatic analysis pipeline.Scatter plot showing the percentage of reads aligned to repeats and small RNAs (*x*‐axis) for the each filtering stage of our custom pipeline. Dots represent the mean CPM calculated for each gene across the five healthy control individuals.Boxplots show the fraction of genome alignments that are unambiguously aligned to mRNA and lncRNA exons, shown as the percent total reads aligned at each filtering stage. The points represent and the boxplots summarize the percentages calculated from combining alignments from three technical replicates for each of the (*n* = 5) healthy individuals. Boxes represent the mean ± IQR, and whiskers represent 1^st^/3^rd^ quartile 1.5*IQR.Barplots show the number of uniquely mapped (teal) and multi‐mapped (red) mRNA and lncRNA exonic reads remaining after the final filtering stage (Stage 3). Counts are plotted for each of the five healthy control individuals (*x*‐axis) both in untreated (left panel) and in PNK‐treated (right panel) samples. The read count values are shown along with the corresponding barplots.

Initial attempts to characterize mRNA and lncRNA fragments directly from adapter‐trimmed and length‐filtered reads revealed that non‐mRNA/lncRNA sequences, including fragments from various endogenous non‐coding RNAs (defined here as rRNAs, tRNAs, microRNAs, and other non‐coding RNAs but excluding lncRNAs, as derived from GENCODE and described in detail in Materials and Methods) and repetitive elements, were leading to false‐positive detection and over‐estimation of mRNA and lncRNA fragment abundances. To uncover relevant biological signal derived from mRNAs and lncRNAs, we developed a custom pipeline (Fig 2B) that employs multiple distinct filtering steps aimed at quantifying and removing potential sources of false signal, to enable the reliable detection of short mRNA and lncRNA fragments. Stage 1 of the pipeline involves trimming adapters, removing low‐quality bases, and eliminating reads shorter than 15 nucleotides (see Materials and Methods for additional criteria). Next, we adapted the sRNAnalyzer pipeline (Wu *et al*, 2017) to quantify and remove reads aligning to any one of several sequence libraries containing exogenous RNAs (bacterial, fungal, and viral), various endogenous non‐coding RNA sequences, and other possible contaminants (transposons, repetitive elements, and UniVec contaminants; Stage 2). Reads with no valid alignments to these sequence libraries in Stage 2 are then aligned to the human genome. In Stage 3, genomic read alignments are filtered if found to have any overlap with RepeatMasker (UCSC) and various endogenous non‐coding annotation coordinates. This additional coordinate‐based filtering step catches reads that were missed by the sRNAnalyzer workflow (see Materials and Methods for additional details).

As shown in Fig 2C, without any filtering of non‐coding RNA and repeat‐mapping reads, thousands of mRNA and lncRNA genes were falsely detected or detected at artificially high levels due to a preponderance of reads aligning to transcript‐embedded fragments from various endogenous non‐coding RNA or repetitive element sequences. The alignment to sequence databases in Stage 2 and the coordinate‐based filtering in Stage 3 provided a step‐wise removal of false positives from these endogenous sources (Fig 2C). Accordingly, the percentage of reads uniquely mapped to mRNA and lncRNA exons also increases through the sequential filtering stages of our pipeline (Fig 2D). Therefore, our analysis demonstrates the importance of stringent filtering of repetitive sequences and certain non‐coding RNA sequences, as failure to do so resulted in false‐positive detection of many mRNA/lncRNA transcripts. It is also worth noting that sequences from libraries prepared with phospho‐RNA‐seq mapped more frequently to mRNA and lncRNA exons than those prepared using standard small RNA‐seq, with the former showing a 10‐fold increase in mRNA/lncRNA exonic reads on average (Fig 2E).

### Standard ligation‐based small RNA‐seq pipelines are prone to false‐positive calling of mRNA/lncRNA fragments in human plasma

To evaluate how reliable standard small RNA‐seq pipelines are for calling short mRNA and lncRNA fragments, we processed the plasma exRNA sequencing data from a healthy individual through exceRpt, a pipeline specifically designed for the analysis of exRNA small RNA‐seq data that uses its own alignment and quantification engine to map and quantify a range of RNAs including mRNA and lncRNA (see Materials and Methods). We then selected the 50 most abundant mRNA transcripts called by the exceRpt pipeline for evaluation through each stage of our custom high‐stringency pipeline. As in our own pipeline, exceRpt first aligns adapter‐trimmed reads to several small RNA databases for quantification, and only reads with no valid small RNA alignments are subsequently aligned to the human genome and used for mRNA and lncRNA quantification. However, tracking the reads corresponding to the top 50 most abundant exceRpt mRNA transcripts through our own high‐stringency pipeline (Fig 3A) showed that although all 50 transcripts were detectable at Stage 1, most of them were filtered out or significantly reduced in relative expression by subsequent filtering steps in Stages 2 and 3. We confirmed that a high proportion of them corresponded to fragments from various endogenous non‐coding RNA species or repeat‐mapping reads that were, therefore, ultimately filtered out in our pipeline (Fig 3B). Interestingly, for the libraries prepared using phospho‐RNA‐seq, only 10 of the top 50 exceRpt transcripts were filtered out when analyzed through our highly stringent pipeline, as compared to 35 with standard small RNA‐seq. These results demonstrate that standard small RNA‐seq pipelines, even thoughtfully designed ones like the exceRpt pipeline, which seek to map and remove some small RNA and repetitive sequence species prior to human genome alignment, are prone to false‐positive calling of mRNA and lncRNA fragments, thus limiting reliable identification of these exRNA species in plasma samples.

**Figure 3:**
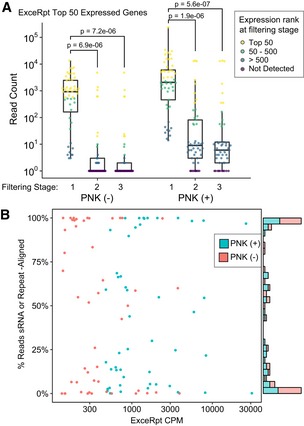
Re‐evaluation of top transcripts called by a standard small RNA‐seq analysis pipeline using our custom high‐stringency analysis pipeline The exceRpt exRNA‐seq pipeline was used to analyze plasma RNA from a healthy control (ULMC135), and the 50 most highly expressed protein‐coding mRNAs were quantified using our pipeline. Boxplots summarize the read counts measured when processed through our repeat filtering stages. Results from both PNK‐treated and untreated samples (*x*‐axis) are shown. Gene abundances are shown as log_10_ read counts + 1 (*y*‐axis). Individual points are color‐coded by the rank of the gene expression observed at the stage indicated (rank 1 = highest expressed). Boxes represent the mean ± IQR, and whiskers represent 1^st^/3^rd^ quartile 1.5*IQR. Bonferroni‐adjusted *P*‐values are shown from Wilcoxon rank‐sum tests comparing the gene expression ranks in filtering Stage 1 versus Stage 2 or Stage 3.Scatter plot shows the CPM values reported by the exceRpt pipeline for the 50 most highly expressed mRNA or lncRNA genes (*x*‐axis), versus the percentage that we found to overlap RepeatMasker or sRNA annotations (*y*‐axis). Values are plotted for ULMC135 + PNK (teal) and – PNK (red).

### Assessment of short mRNA/lncRNA fragments in human plasma using phospho‐RNA‐seq and our custom, high‐stringency bioinformatic pipeline

After having validated that phospho‐RNA‐seq combined with a custom, high‐stringency bioinformatic pipeline enables reliable identification of short mRNA and lncRNA fragments in plasma samples, we sought to assess the abundance and features of these exRNA species in human plasma. In order to further substantiate the validity of these cell‐free mRNA fragments, we assessed the relative enrichment of reads aligning in the sense versus antisense orientation. The ligation‐based library preparation protocol that we used ensures that the majority of reads are “stranded”—that is, they align in the same orientation as the transcript of origin. Spurious alignments from exogenous RNAs, repetitive sequences, DNA contaminants, or other noise introduced by sequencing artifacts is expected to be distributed more randomly and would result in a more equal distribution of sense/antisense alignments. Thus, as a quality check, we confirmed that the exonic alignments of our plasma exRNA sequence reads were enriched for the sense orientation, relative to antisense, for mRNAs and lncRNAs (Fig 4A). The degree of enrichment for the sense orientation of lncRNAs was lower than for mRNAs, but this may be because the lncRNA database we used includes a diversity of lncRNA types (see Materials and Methods), including those overlapping mRNA transcripts on the opposite strand. Sense strand preference was less evident for reads aligning to introns or promoter regions of mRNA or lncRNA genes, consistent with the expectation that extracellular mRNA and lncRNA fragments result from fragmentation of mature, processed transcripts (Fig 4A). We, therefore, focused our analysis of plasma exRNA on reads aligning to exons of mRNA and lncRNA genes.

**Figure 4:**
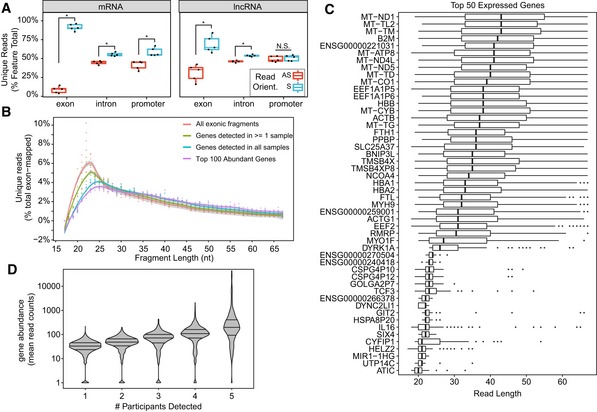
Assessment of short extracellular mRNA/lncRNA fragments in human plasma using optimized library preparation and analysis methods Boxplots showing the percentage of unambiguously annotated reads (*y*‐axis) for mRNA and lncRNA exons, intron, and promoters located in the sense and antisense strand as measured by phospho‐RNA‐seq in plasma samples from healthy controls (*n* = 5). Boxes represent the mean ± interquartile range (IQR), and whiskers represent 1^st^/3^rd^ quartile 1.5*IQR.Read length distribution of exon‐aligned reads in plasma samples from healthy controls (*n* = 5) prepared with phospho‐RNA‐seq. Read length is shown on the *x*‐axis and the percent of exon‐aligned reads shown on the *y*‐axis. Dots represent percentages calculated for each of the five healthy control individuals. A smoothed trend line is shown and color‐coded based on the categories indicated.Boxplots summarize the read length (*x*‐axis) distributions for the 50 most highly abundant genes (*y*‐axis) across the five healthy control samples. Genes are sorted by median read length. Boxes represent the mean ± interquartile range (IQR), and whiskers represent 1^st^/3^rd^ quartile 1.5*IQR.Violin plots showing gene abundance expressed as mean read counts (*y*‐axis) as a function of the number of participants where they were detected (*x*‐axis).

We found that our strategy is able to uncover thousands of mRNAs and lncRNAs present in physiological conditions in plasma from healthy individuals (*n* = 5 healthy controls; Table EV2). We evaluated the read distribution of the mRNA and lncRNA fragments identified in human plasma with our approach (Fig 4B) and found that they are, on average, fairly short (i.e., 20–25 nt range predominantly). However, it is worth mentioning that when we focused our analysis on the top 100 expressed mRNA and lncRNAs or on those mRNA and lncRNA expressed in all the samples, they tended to be slightly longer than the overall population of mRNA/lncRNA fragments, suggesting that longer read lengths are more frequently associated with more abundant and consistently detected genes (Fig 4B and C).

Among the mRNA and lncRNA fragments we found in healthy individuals were these: (i) red blood cell‐derived transcripts including several types of hemoglobin transcripts (e.g., HBA1, HBA2, and HBB); (ii) platelet‐derived transcripts such as platelet‐derived growth factors (e.g., PPBP); (iii) ubiquitous, highly expressed transcripts such as ferritin chains (i.e., FTH1 and FTL), mitoferrin‐1 (i.e., SLC25A37), conventional non‐muscle myosin (i.e., MYH9), multiple mitochondrial transcripts (e.g., MT‐TL2, MT‐ND1, MT‐TM, MT‐TD), and actin transcripts (e.g., ACTB and ACTG1); (iv) immune‐related transcripts such as MHC class I molecules (e.g., B2M), interleukins (e.g., IL‐6) and myosin IF (MYO1F); and (v) the lncRNAs MALAT‐1 and NEAT1 (Fig 4C and Table EV2). As expected, the mRNA and lncRNA fragments that were the most consistently detected across multiple individuals were also the most highly abundant ones (Fig 4D).

### Assessment of extracellular microRNA capture from plasma by phospho‐RNA‐seq

After having demonstrated that phospho‐RNA‐seq combined with a stringent pipeline is critical for recovering mRNA and lncRNA fragments in plasma, we examined the efficiency of this strategy for capturing microRNAs from plasma by analyzing mature microRNA read counts from healthy donor plasma samples prepared with and without PNK treatment. The microRNA counts were obtained from the sRNAnalyzer alignment stage used in our exRNA processing pipeline. We found that while microRNAs were captured using the phospho‐RNA‐seq method, the standard small RNA‐seq method yielded approximately ten times more microRNA reads (Fig EV1A). Although nearly 200 microRNAs were detected in PNK‐treated samples from all five individuals, the additional coverage achieved by the standard small RNA‐seq method enabled detection of 98 additional microRNAs, where detection was defined as observing them in all five individuals (Fig EV1B). We confirmed that these results were not due to differences in sequencing depth, as the standard small RNA‐seq libraries were sequenced to lesser depth (median of 9.2 million reads per individual after adapter trimming and size filtering) than the phospho‐RNA‐seq libraries (median of 27.9 million reads).

**Figure EV1:**
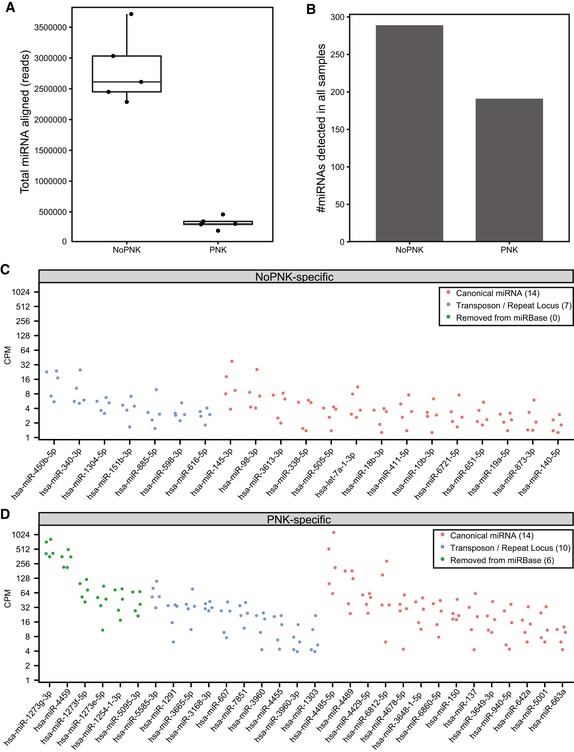
Evaluation of extracellular microRNA recovery by phospho‐RNA‐seq and standard small RNA‐seq ABoxplots summarize the total number of read alignments to human mature microRNAs. Overlaid points indicate the respective counts for five control individuals, obtained from three technical replicates. Boxes represent the mean ± interquartile range (IQR), and whiskers represent 1^st^/3^rd^ quartile 1.5*IQR.BBarplots indicate the number of mature microRNA genes detected (≥ 1 count) in all five individuals with and without PNK treatment.C, DDotplots show the expression level (counts per million) of microRNAs that were detected only in the (C) standard small RNA‐seq or (D) phospho‐RNA‐seq protocols. Five points are shown for each miRNA, representing the miRNA abundance in each of the five controls. Green dots indicate microRNAs removed from the current version of miRBase (v22) due to lack of functional evidence. Blue dots indicate microRNAs overlapping transposable or repetitive element loci. Red dots represent microRNAs not overlapping transposons or repeats and which are present in the current version of miRBase. The number of microRNAs in each of the categories is shown in parentheses in the legend of the respective plots.

We found that 21 of these additional microRNAs were seen exclusively using standard small RNA‐seq (i.e., they had zero reads across all five individuals with phospho‐RNA‐seq; Fig EV1C). Interestingly, we found some microRNAs that were exclusively captured with phospho‐RNA‐seq, in spite of the lower read coverage for microRNAs with this method (Fig EV1D). Closer inspection revealed that 16 of the 30 PNK‐specific microRNAs were likely fragments of transposable or repetitive elements, or were non‐functional, mis‐annotated microRNAs now removed from miRBase annotations. However, excluding these artifactual microRNAs, 14 *bona fide* microRNAs were detected specifically in PNK‐treated samples, indicating that a small subset of microRNAs may be present in a modified form in plasma that prevents capture with traditional methods. Overall, however, our analysis indicates that standard methods are preferable over phospho‐RNA‐seq when the goal is to exclusively characterize microRNA profiles in plasma.

### Pathophysiologic processes are reflected in plasma exRNA transcriptome profiles revealed by phospho‐RNA‐seq

Having confirmed that the phospho‐RNA‐seq approach with high‐stringency bioinformatic analysis enables the detection of mRNA and lncRNA fragments consistently expressed in plasma from healthy individuals under homeostatic conditions, we sought to evaluate whether dynamic (patho)physiological processes would be reflected in the expression patterns of mRNA and lncRNA extracellular fragments. To this end, we collected serial plasma samples from patients undergoing allogeneic HSCT (*n* = 22 samples in total, from two different patients), prepared phospho‐RNA‐seq libraries from each time point, and performed multiplex sequencing using a HiSeq platform (Fig 5A).

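Plasma exRNA was sequenced at 11 time points in each of 2 HSCT patients, at days −7, 0, 6, 13, 20, 27, 34, 41, 48, 55 and 62 from transplant in the first patient (the patient of Table EV3) and at days −6, 0, 7, 14, 22, 29, 35, 42, 47, 54 and 63 in the second patient (Table EV4). RNA of each time point went into a PNK-treated library, in which T4 polynucleotide kinase adds 5′ phosphates and removes 3′ phosphates so that mRNA and lncRNA fragments can be ligated to adapters, and into an untreated library, which gave 44 libraries. The authors trimmed adapters and the stop oligo with cutadapt 1.91, removed reads that matched small RNA or contaminant sequences, aligned the remaining reads to GRCh38 with STAR and summed the read fragments on mRNA and lncRNA exons per gene, with multi-mapping reads divided between loci by weight. The deposited values are expected counts of 18143 genes, with no scaling for depth, and they were rounded to whole numbers before testing. The PNK-treated libraries of the first patient held 2955 to 43307 counts (median 10765) and the untreated libraries 641 to 2122 (median 1163). The PNK-treated libraries of the second patient held 1622 to 32034 counts (median 10631) and the untreated libraries 280 to 3407 (median 1651). Time points were grouped into an early phase (days −7 to 7), a middle phase (days 13 to 29) and a late phase (days 34 to 63), of 3, 3 and 5 draws per patient. The median total of the PNK-treated libraries was 10202 counts in the early, 7489 in the middle and 13295 in the late phase of the first patient, and 4391, 5821 and 14324 counts in the same phases of the second, so that depth changed along with time. Genes with at least 20 counts over the libraries of a comparison were tested on GMPR-normalized counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05. The draws of a phase are different days of 1 patient, so the p-values measure the spread between days and not between patients. On counts simulated at depths set by the GMPR size factors, the test called 11.9% of genes changed 4-fold and 59.6% of genes changed 8-fold in the first patient (1406 genes), and 32.5% and 59.5% in the second patient (848 genes). These factors spanned 5.97-fold and 7.38-fold, against 14.7-fold and 19.7-fold for the totals. The shallowest libraries were thus simulated too deep. Every gene was also drawn with an assumed, fixed dispersion. It was above the common dispersions estimated with library totals, 0.112 in the first patient and 0.089 in the second. The rates may differ at the real depths and dispersions. In these simulations 2.7% of the calls in the first patient and 8.3% of those in the second were unchanged genes.

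**Figure D1:**
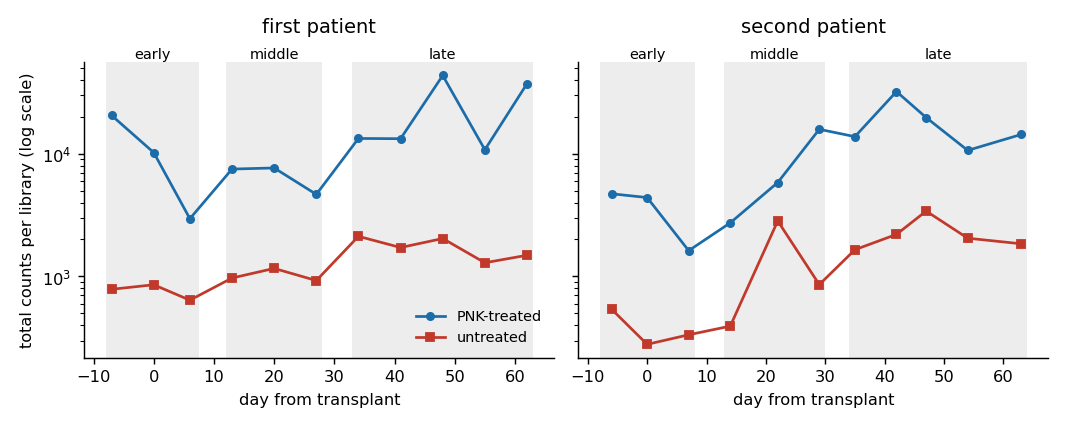
Total counts per library (log scale) against the day from transplant in the first patient (left) and the second patient (right). Circles are PNK-treated and squares untreated libraries, 1 point per library, and grey bands mark the early, middle and late phases. The shallowest PNK-treated libraries are those of day 6 (2955 counts) and day 7 (1622 counts), and each PNK-treated total lies above the untreated total of the same draw.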

**Figure 5:**
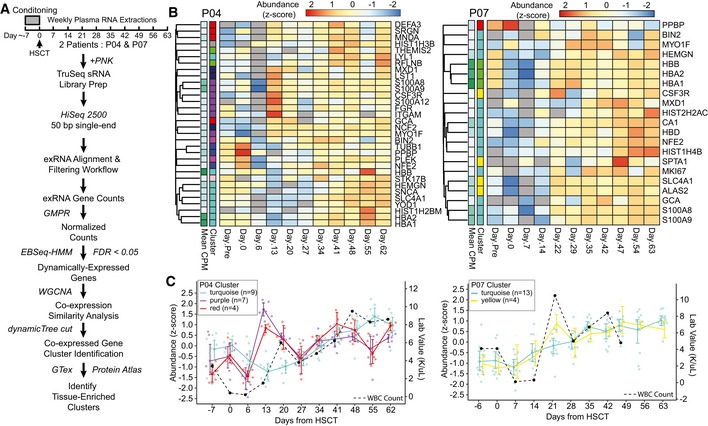
Relationship between temporal patterns of dynamically co‐expressed plasma mRNA/lncRNA fragments and bone marrow recovery in patients undergoing allogeneic HSCT Schema depicts timing of the serial sample collection, experimental methodology, and bioinformatics analyses performed to assess gene co‐expression and tissue enrichment.Heatmaps show the expression patterns of bone marrow‐enriched genes that were detected in patients P04 (left) and P07 (right) data sets, and found differentially abundant by EBSeq‐HMM (FDR < 0.01). Geometric mean of pairwise ratio (GMPR)‐normalized read counts were centered gene‐wise to have a mean of 0 and standard deviation of 1. The “cluster” row annotations indicate the co‐expression cluster identified by WGCNA. P04 clusters, turquoise, purple, and red, and P07 clusters, turquoise and yellow, were significantly enriched for bone marrow transcripts (hypergeometric test; FDR < 0.01).Graphs show the expression patterns for the co‐expression clusters significantly enriched for bone marrow‐enriched transcripts. Individual points are shown for each gene in the P04 (left) and P07 (right) co‐expression clusters, and are colored according to the cluster IDs. Colored lines indicate the mean expression of each cluster, and error bars represent a bootstrapped (B = 1,000) 98% CI of the mean. Black dashed lines indicate the white blood cell counts obtained from laboratory results measured on the same day.

We reasoned that in order for mRNA/lncRNA exRNA sequences in plasma to have potential as biomarkers, we should see patterns in specific sets of genes that correlate over time to biological processes happening within the patients. We began our analysis by using the EBSeq‐HMM R package (Leng *et al*, 2015), which uses an autoregressive hidden Markov modeling strategy to test for genes that show evidence of differential expression over time (Leng *et al*, 2015). This analysis resulted in 690 (patient P04) and 275 (patient P07) genes showing significant (FDR < 0.01) evidence of dynamic changes in expression (Tables EV3 and EV4). 

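Transcript fragments of the platelet gene PPBP were lower late after transplant than early in both patients, the platelet list was lower in the first patient, and fragments of replication-dependent histone mRNAs were higher in the second. PPBP, which encodes a chemokine stored in platelet granules, lies on chromosome 4 of GRCh38 from 73986439 to 73988190. Its GMPR-normalized read count in the first patient was 74.1 ± 84.9 (SD, n = 3 draws) in the early and 15.0 ± 5.41 (SD, n = 5) in the late phase, a log2 fold change of −2.30 (standard error 0.59, adjusted p = 0.013 from edgeR's quasi-likelihood test). PPBP in the second patient was 26.6 ± 27.0 (SD, n = 3) early and 6.15 ± 4.51 (SD, n = 5) late, a log2 fold change of −2.20 (standard error 0.62, adjusted p = 0.012 from the same test). F13A1, a coagulation factor subunit carried by platelets (chromosome 6, 6144084 to 6321013), and ITGB3, a subunit of the platelet fibrinogen receptor (chromosome 17, 47253827 to 47313743), had log2 fold changes of −2.77 (adjusted p = 0.0043) and −2.42 (adjusted p = 0.0096) in the first patient. Of 26 measured genes of platelets and megakaryocytes, 4 were lower late in the first patient and none was higher (8 lower when adjusted over the list alone). The list was lower than other genes at an adjusted p = 4.0e-18 (camera, adjusted p = 0.12 with an estimated correlation), and its summed level was 0.508 times the early level, which did not pass (exact permutation test, p = 0.089). Of 9 measured platelet genes in the second patient, 1 was higher and 1 lower, and the list did not pass (camera adjusted p = 0.22, median log2 fold change 0.96, below that of all tested genes) nor did its level (0.803 times, exact permutation test, p = 0.57). These calls rest on the high platelet fragments of day 0: without that draw the log2 fold changes were −0.81 for PPBP (adjusted p = 0.76), −0.30 for F13A1 (adjusted p = 0.95) and −1.09 for ITGB3 (adjusted p = 0.63) in the first patient and −1.31 for PPBP in the second (adjusted p = 0.16), and none of 21 list members was called. PPBP in the first patient also had adjusted p-values of 0.060 and 0.082 without days 41 and 55, and ITGB3 one of 0.057 without day 55, where the range over other settings was 6.3e-05 to 0.12 for both. HIST1H3B, a histone H3 gene of the S phase, had 0 counts early and 131 counts late in the second patient. As a share of counts it was at least 5.18-fold higher against a floor of 3 counts over the early phase. Its adjusted p was 0.0017 from edgeR on GMPR-scaled counts. Of 40 histone genes, 25 were higher late in the second patient (27 when adjusted over the list alone), at an adjusted p = 6.5e-07 for the list (camera, adjusted p = 0.16 with an estimated correlation). With library totals in place of GMPR size factors 6 were higher, and 1 and 8 were higher without days 0 and 7. None of 34 histone genes in the first patient passed with edgeR or DESeq2 (14 higher at an unadjusted p under 0.05, 8 when adjusted over the list alone), while the list passed at an adjusted p = 1.1e-05 (camera, adjusted p = 0.13 with an estimated correlation and 0.080 without day −7). Of 10 mitochondrially encoded mRNAs, none passed in either patient with edgeR, where 7 and 3 were lower at an unadjusted p under 0.05, DESeq2 called 2 lower in each, and edgeR with library totals called 3 and 6 lower. The list was lower than other genes at adjusted p-values of 1.5e-10 and 6.8e-09 (camera, adjusted p = 0.12 and adjusted p = 0.088 with an estimated correlation).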

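Over the 3 phases, 103 of 1788 tested genes differed in the first patient and 267 of 1120 in the second (edgeR's quasi-likelihood F-test, adjusted p under 0.05), with 45 and 134 under 0.01. Late against early, 15 genes were called in the first patient (11 higher, 4 lower) and 237 in the second (207 higher, 30 lower). The direction of these calls depended on the size factors. Library totals gave 19 higher and 17 lower genes in the first patient and 23 higher and 51 lower in the second, while TMM factors gave 11 and 8, and 39 and 21, and DESeq2 gave 23 higher and 26 lower in the second. The median log2 fold change of all tested genes was 0.41 in the first patient and 1.51 in the second, against 0.20 and 0.84 with library totals and 0.28 and 1.27 with TMM factors. In the middle phase against the other phases, 20 genes were called in the first patient (1 higher, 19 lower, against 7 and 16 with library totals and 7 and 27 with DESeq2) and 59 in the second (59 higher). This comparison set the middle phase against the average of the early and late log2 levels. A call thus need not mean a difference from each of them. The median log2 fold change of the middle phase was −0.37 and 0.11 in these patients, and 0.05 and −0.05 with library totals. The 1 higher gene was the nuclear lncRNA NEAT1 (chromosome 11, 65422774 to 65445540), at a log2 fold change of 2.30 (standard error 0.57, adjusted p = 0.010), which was 0.26 (adjusted p = 0.99) without day 13, the draw with its highest GMPR-normalized count (71.7). Of the genes that differed between phases in the first patient, 36 were among the genes of Table EV3, where 39.7 would be shared by chance (one-sided Fisher's exact test, p = 0.81). For the second patient 65 were among those of Table EV4, where 64.6 would be shared (p = 0.50 from the same exact test). Of the genes under 0.01, 20 were in the table of the first patient against 17.4 by chance (p = 0.25 from the same exact test) and 42 in that of the second against 32.4 (p = 0.028). Of the 59 genes of the middle phase 36 were in Table EV4, against 14.3 (p = 6.0e-10 from the same exact test). A test with counting error only, which takes any difference between the 11 draws beyond Poisson noise, called 242 and 265 genes under an adjusted p of 0.01, of which 139 and 96 were in the study's tables (93.4 and 64.1 by chance, one-sided Fisher's exact test, p = 1.3e-10 and p = 2.7e-07). Single draws moved these numbers. The late against early count of the first patient was 50, 9, 25 and 25 without days −7, 0, 6 and 34, the count over phases 38, 40, 56, 57 and 46 without days 13, 20, 27, 48 and 62, and the middle count 13 and 57 without days −7 and 6 and 1 without day 13, 20 or 27. That of the second patient was 153, 5, 37 and 118 without days −6, 0, 7 and 42, the count over phases 159, 148 and 150 without days 0, 7 and 42, and the middle count 4 without day 29.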

We hypothesized that differentially expressed transcripts with similar expression patterns might have similar tissue origins or biological functions. Using an unsupervised clustering strategy from the R package, WGCNA, we identified sets of the differentially expressed genes showing concordant temporal co‐expression patterns (Tables EV3 and EV4; Langfelder & Horvath, 2015). 

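Fragments of single erythroid and neutrophil granule genes were higher late than early in the first patient, while the summed level of erythroid transcripts did not differ beyond the spread (1.35-fold, exact permutation test, p = 0.21). ALAS2, the first enzyme of erythroid heme synthesis (chromosome X of GRCh38, 55009055 to 55030977), rose from a GMPR-normalized read count of 1.54 ± 1.35 (SD, n = 3 draws) to 46.7 ± 17.6 (SD, n = 5), a log2 fold change of 4.65 (standard error 0.87, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test). HBG2, a gamma-globin gene (chromosome 11, 5253188 to 5505605), rose from 5.13 ± 2.29 to 283 ± 87.3, a log2 fold change of 5.67 (standard error 0.71, adjusted p = 2.0e-12). HBG1, its neighbouring paralog, with which it may share reads, had a log2 fold change of 5.88 (standard error 0.92, adjusted p = 1.3e-07). DEFA1, which encodes an alpha-defensin of neutrophil granules (chromosome 8, 6977649 to 6980092) and cannot be told from DEFA1B in these reads, had 0.71 counts early and 75.6 late. Its share of counts was 21.7 times as high when counts are rounded to whole numbers (95% counting interval 3.78 to 869). Its adjusted p was 9.1e-04 from edgeR on GMPR-scaled counts. Of 31 measured erythroid genes, 3 were higher late and none lower (12 higher when adjusted over the list alone). Their list was higher than other genes at an adjusted p = 1.2e-10 (camera, adjusted p = 0.12 with an estimated correlation). Of 6 measured neutrophil granule genes, 3 were higher (4 when adjusted over the list alone), and the list passed at an adjusted p = 3.8e-06 (camera, adjusted p = 0.12 with an estimated correlation). As DEFA1 and DEFA1B hold the same reads, the list was also tested without DEFA1B, a choice made after the data were seen, which left 2 of 5 higher (camera adjusted p = 1.4e-04, adjusted p = 0.12 with an estimated correlation). Of 23 mature neutrophil genes, none passed singly with edgeR (13 higher at an unadjusted p under 0.05, 6 when adjusted over the list alone, 2 with DESeq2), while the list passed at an adjusted p = 9.0e-06 (camera, adjusted p = 0.28 with an estimated correlation). S100A8 and S100A9, calcium-binding proteins abundant in neutrophils, had log2 fold changes of 1.56 (adjusted p = 0.23) and 1.29 (adjusted p = 0.31). Of the 32 marrow genes in the study's heat map of this patient (Fig 5B), DEFA3 was higher late and PPBP lower (10 higher and 1 lower when adjusted over the list alone). The study chose the genes of its heat maps on these samples, so such counts are not independent evidence of their direction. Without day −7, DEFA3 had an adjusted p of 0.072 (0.0029 to 0.12 over the other settings), and the erythroid list had 5 higher genes. Without day 0 or 48 it had 1, without day 55 or 62 it had 2 and without day 34 it had 7.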

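Late draws of the second patient held more fragments of many single erythroid and neutrophil genes than early draws. AHSP, the chaperone of alpha-globin (chromosome 16, 31527900 to 31528803), LTF, the lactoferrin of neutrophil granules (chromosome 3, 46435645 to 46485234), and MPO, the myeloperoxidase of their precursors (chromosome 17, 58269855 to 58280935), each had 0 counts in the 3 early draws, and 85, 82 and 78 counts in the 5 late draws. Their shares of counts were at least 3.36-fold, 3.24-fold and 3.08-fold higher against a floor of 3 counts over the early phase. The adjusted p-values were 0.0028, 0.0038 and 0.0053 from edgeR's quasi-likelihood test on GMPR-scaled counts. CA1, the carbonic anhydrase of red cells (chromosome 8, 85327608 to 85379014), rose from 4.36 ± 4.12 (SD, n = 3) to 61.8 ± 17.6 GMPR-normalized counts (SD, n = 5), a log2 fold change of 3.73 (standard error 0.82, adjusted p = 0.0017). SLC4A1, the anion exchanger of the red cell membrane (chromosome 17, 44248390 to 44268141), had a log2 fold change of 3.16 (standard error 0.88, adjusted p = 0.012). S100A8 and S100A9 rose by log2 fold changes of 2.35 (adjusted p = 0.022) and 2.33 (adjusted p = 0.017). Of 34 erythroid genes 18 were higher and none lower (19 when adjusted over the list alone, camera adjusted p = 2.6e-07, adjusted p = 0.20 with an estimated correlation). Of 15 neutrophil granule genes 11 were higher (14 when adjusted over the list alone, camera adjusted p = 8.6e-04, adjusted p = 0.17 with an estimated correlation, and 10 of 14 without DEFA1B, camera adjusted p = 0.0023), and of 13 mature neutrophil genes 6 (8 when adjusted over the list alone, camera adjusted p = 0.0027, adjusted p = 0.13 with an estimated correlation). Of the 21 marrow genes in the study's heat map of this patient, 9 were higher and PPBP was lower (13 higher and 1 lower when adjusted over the list alone, camera adjusted p = 7.1e-05, adjusted p = 0.045 with an estimated correlation), a list that was likewise chosen on these samples. Without day 0, an early draw, none of the erythroid, granule or mature neutrophil genes was called and the adjusted p was 0.077 for AHSP, 0.078 for LTF, 0.082 for MPO, 0.078 for CA1, 0.098 for SLC4A1, 0.091 for S100A8 and 0.082 for S100A9. Without day 7 the 3 lists had 4, 3 and 1 higher genes and SLC4A1, S100A8 and S100A9 had adjusted p-values of 0.07, 0.10 and 0.12. With library totals as the scaling the 3 lists had 5, 3 and 0 higher genes, and S100A8 and S100A9 had adjusted p-values of 0.11 (range over the settings other than single draws left out 0.0078 to 0.27) and 0.096 (range 0.016 to 0.27).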

Among the differentially expressed transcripts of both patients, we found multiple transcripts known to be specific to or enriched in bone marrow (Fig 5B). The bone marrow transcripts clustered into distinct co‐expression sets identified by WGCNA. 

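The marrow genes of the clusters differed in the cells that express them. In the first patient the turquoise cluster holds 9 marrow genes, among them the globin genes HBA1, HBA2 and HBB and the red cell genes HEMGN and SLC4A1. The purple cluster holds 7, S100A8, S100A9, S100A12, CSF3R, MYO1F, FGR and ITGAM, which are expressed in neutrophils, and the red cluster holds MNDA, GCA, SRGN and DEFA3. Over the 36 pairs of turquoise genes, the Spearman correlation of GMPR-normalized counts across draws had a mean of 0.69 ± 0.23 (SD over pairs). Purple genes had a mean of 0.65 ± 0.20 over 21 pairs and red genes 0.74 ± 0.17 over 6 pairs. Between purple and red genes the mean was 0.66 ± 0.14 over 28 pairs, close to that within each, whereas purple and turquoise genes had a mean of 0.08 ± 0.30 over 63 pairs and red and turquoise genes 0.23 ± 0.28 over 36 pairs. Marrow genes of the second patient's turquoise cluster (13 genes, with S100A8, S100A9, CA1, HBD and MKI67) had a mean of 0.61 ± 0.19 over 78 pairs, those of the yellow cluster (with SLC4A1, ALAS2 and CSF3R) 0.56 ± 0.18 over 6 pairs, and the mean between the clusters was 0.54 ± 0.20 over 52 pairs. The clusters were formed on the same draws, so a high correlation within a cluster is part of how it was made, and serial draws of 1 patient are not independent samples. With library totals in place of GMPR size factors, the mean within the turquoise cluster was 0.50 in the first patient and 0.36 in the second, and the mean between the purple and turquoise clusters was −0.14.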

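Of the genes in Table EV3, 32 carry a bone marrow label of the Human Protein Atlas, and the turquoise cluster of the first patient took 9 of them among its 83 genes. This gave the smallest p for marrow genes over the clusters of that patient (one-sided hypergeometric test within the table, exact p = 0.0093, adjusted p = 0.17 over the 18 clusters after Benjamini-Hochberg adjustment). The midnightblue cluster took a larger share, with 3 among 23 (adjusted p = 0.51 from the same exact test). The purple cluster took 7 marrow genes among 73 (exact test, adjusted p = 0.38) and the red cluster 4 among 46 (adjusted p = 0.71). Of the genes in Table EV4, 21 carry the label, and the turquoise cluster of the second patient took 13 among its 84 genes (exact p = 0.0020, adjusted p = 0.016 over 8 clusters), while the yellow cluster took 4 among 28 (adjusted p = 0.61). The background here is the genes of each table, those that could have entered a cluster.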

In fact, a hypergeometric test identified three distinct temporal co‐expression clusters for subject P04 and two for subject P07, which were significantly enriched for bone marrow transcripts. Since HSCT is a process that can be followed through the peripheral white blood cell count (WBC), we plotted abundance of the significantly enriched clusters of bone marrow exRNA transcript fragments over time along with WBC count. 

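The level of neutrophil granule mRNA fragments rose at different draws in each patient, and it was higher late than early in both. Granule proteins of marrow precursors took 391 CPM on day −7, 727 on day 0, 0 on day 6 and 6181 on day 13 in the first patient. Those of the second patient took 1485, 228, 1233 and 1464 CPM on days −6, 0, 7 and 14, and 5497 or more from day 22 on. Their mean level was 373 ± 364 (SD, n = 3 draws) early and 3384 ± 1705 (SD, n = 5) late in the first patient, 6.38-fold higher on the log2 scale with a pseudocount of 1 count (two-sided exact permutation test, p = 0.018, the smallest that 3 against 5 draws allow, adjusted p = 0.11 over the 25 lists). It was 982 ± 665 early and 9643 ± 1955 late in the second, 8.47-fold higher (exact permutation test, p = 0.018, adjusted p = 0.032). Both patients had the smallest p that the exact test allows. The adjusted values differ through how many other lists had it, so they do not separate the patients for this list. Its difference between patients was 0.41 on the log2 scale (permutation test over 5040 relabelings, p = 0.70). Mature neutrophil transcripts fell to 3042 CPM on day 6 in the first patient, their lowest level, and stood at 42535 on day 13, their highest. Their mean levels were 6403 ± 3407 early, 26165 ± 15018 in the middle phase (SD, n = 3) and 16274 ± 1860 late, 2.72-fold higher late than early (exact permutation test, p = 0.018, adjusted p = 0.11), which did not pass, and in untreated libraries the late level was 0.947 times the early level (exact permutation test, p = 0.88). The second patient had 6476 ± 3455 early and 19882 ± 2015 late, 3.13-fold higher (exact permutation test, p = 0.018, adjusted p = 0.032). Erythroid transcripts were lowest on day 13 (22167 CPM) and highest on day 55 (137606) in the first patient, with a middle level 0.465 times that of the other phases (exact permutation test, p = 0.012, adjusted p = 0.30). Those of the second patient dropped from 144125 CPM on day −6 to 26642 on day 0 and were highest on day 54 (148415), with no difference between late and early beyond the spread (2.01-fold, exact permutation test, p = 0.14, adjusted p = 0.17). Of 31 erythroid genes in the first patient, 6 were lower in the middle phase than the average of the others and none higher (22 lower when adjusted over the list alone, camera adjusted p = 2.4e-18, adjusted p = 0.37 with an estimated correlation). SLC25A37, the mitochondrial iron importer of erythroblasts (chromosome 8 of GRCh38, 23528956 to 23575463), was at 21.3 ± 15.0 GMPR-normalized counts early, 2.41 ± 2.69 in the middle and 60.6 ± 32.5 late, a log2 fold change of −3.86 for the middle phase (standard error 0.82, adjusted p = 0.0031 from edgeR). HBA1, an alpha-globin gene whose reads may be shared with HBA2, was at 165 ± 74.5, 50.7 ± 23.9 and 317 ± 113 (log2 fold change −2.18, standard error 0.53, adjusted p = 0.010). HBB, the beta-globin gene, whose counts in the untreated libraries of this patient were nearly constant (125 to 185), was at 228 ± 30.3, 191 ± 69.7 and 263 ± 98.5 in the same phases (late against early log2 fold change 0.21, adjusted p = 0.91). Without day 13, 20 or 27 the erythroid list had 1, 0 and 0 lower genes (17 without day 6), and the adjusted p of HBA1 was 0.27, 0.19 and 0.054 and that of SLC25A37 0.17 and 0.054 without days 20 and 27. With library totals HBA1 had a log2 fold change of −1.78 (adjusted p = 0.057, range over the settings 4.4e-04 to 0.31).

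**Figure D2:**
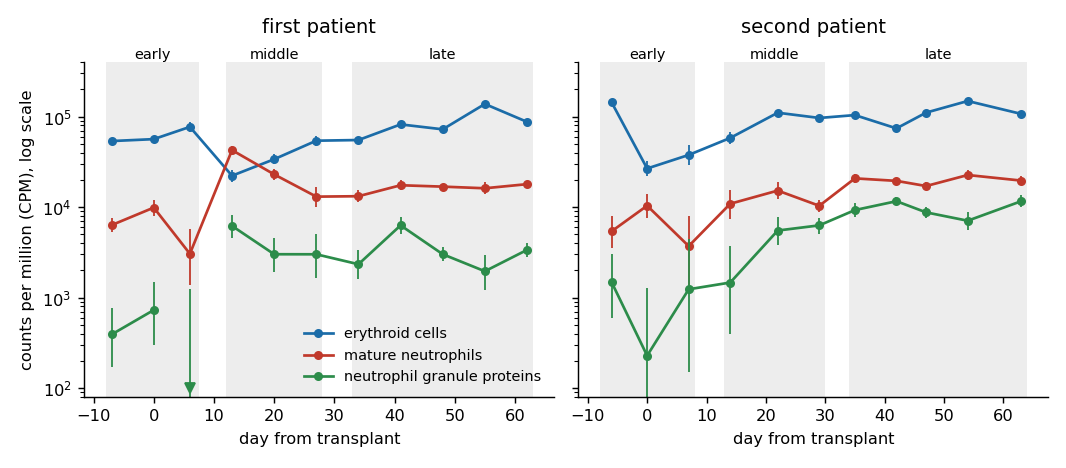
Level of 3 lists of marrow-derived transcripts in PNK-treated libraries, in CPM (log scale), against the day from transplant in the first patient (left) and the second patient (right). Points are single libraries, bars are 95% Poisson intervals of the counts, which cover counting error only, the triangle marks the draw with 0 counts (day 6, neutrophil granule proteins), and grey bands mark the phases. Granule and mature neutrophil transcripts stand higher in the late than in the early phase of both patients, and erythroid transcripts are lowest on day 13 in the first patient and on day 0 in the second.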

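The study's clusters enriched for marrow transcripts were followed as the mean z-score of their marrow genes. In the first patient the turquoise cluster stood at −0.19, −0.24 and −0.75 on days −7, 0 and 6, was lowest on day 13 (−1.0) and highest on day 55 (1.71). Its late mean exceeded its early mean by 1.11. The purple cluster was lowest on day 6 (−1.27) and highest on day 13 (2.26), the draw on which turquoise was lowest, and the red cluster was lowest on day 6 (−1.38) and highest on day 41 (1.2). Their late means exceeded their early means by 0.92 and 1.49. The turquoise cluster of the second patient stood at −0.92, −0.86 and −1.0 on days −6, 0 and 7 and was highest on day 63 (1.16), with a difference of 1.71 between late and early. The yellow cluster stood at −1.05, −1.09 and −1.0 on the same draws and was highest on day 47 (1.12), with a difference of 1.68. With library totals in place of GMPR size factors the turquoise cluster of the first patient stood at −0.34, −0.30 and −0.19 on days −7, 0 and 6, so that the drop to day 6 became a rise, and that of the second rose from −0.68 on day 0 to −0.43 on day 7, with a late minus early difference of 1.22. The red cluster was then highest on day 13 (1.28) and the yellow cluster on day 22 (1.17), as it was with TMM factors. The clusters were chosen by the study on these samples, so no test of their direction is given.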

As shown in Fig 5C, we saw that transcript fragments corresponding to the bone marrow gene set were tracked generally with the dynamics of bone marrow reconstitution, initially declining as expected during the period of early neutropenia in the first week after transplant followed by a rise corresponding to recovery of the WBC count.

Interestingly, co‐expression clusters were enriched for genes specific to or enriched in other somatic tissues. 

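Each tissue label carried by at least 3 genes of a table, bone marrow included, was tested in every cluster. For the first patient, 234 pairs of 13 tissues and 18 clusters were tested within Table EV3, and 1 had an adjusted p under 0.05 (one-sided hypergeometric test with Benjamini-Hochberg adjustment over all pairs). It was the liver in the greenyellow cluster (exact test, adjusted p = 1.7e-07). For the second patient, 56 pairs of 7 tissues and 8 clusters gave 3 under 0.05 by the exact test, the liver in the blue cluster (adjusted p = 3.7e-20), bone marrow in the turquoise cluster (adjusted p = 0.039) and the small intestine in the blue cluster (4 of its 4 genes, adjusted p = 0.039). The small intestine genes sat in the cluster that also took the liver genes.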

In fact, the most significantly over‐represented tissue in both individuals was the liver, with nearly all liver‐enriched genes grouped in the same co‐expression cluster (Fig 6A and B). 

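Fragments of mRNAs for secreted liver proteins moved together across the draws of each patient. Of the 28 liver genes in Table EV4, 28 lay in the blue cluster of 60 genes (one-sided exact hypergeometric test within the table of 275 genes, adjusted p = 5.2e-21 over 8 clusters). Of the 11 liver genes in Table EV3, 8 lay in the greenyellow cluster of 30 genes (adjusted p = 1.3e-08 over 18 clusters from the same exact test). ALB, which encodes serum albumin (chromosome 4 of GRCh38, 73397114 to 73421482), had GMPR-normalized counts of 81.1 ± 19.5 (SD, n = 3 draws) early, 145 ± 112 (SD, n = 3) in the middle and 14.9 ± 8.74 (SD, n = 5) late in the second patient. APOB, the apolipoprotein of low density lipoprotein (chromosome 2, 21001429 to 21044073), was at 24.1 ± 15.8, 56.5 ± 45.0 and 3.46 ± 3.26. SERPINC1, which encodes antithrombin (chromosome 1, 173903800 to 173917327), was at 2.51 ± 3.12, 16.1 ± 11.0 and 0.562 ± 0.336. For the middle phase against the average of the early and late log2 levels, the log2 fold change was 2.07 for ALB (standard error 0.51, adjusted p = 0.0015 from edgeR's quasi-likelihood test), 2.62 for APOB (standard error 0.57, adjusted p = 1.9e-04) and 3.66 for SERPINC1 (standard error 0.56, adjusted p = 6.0e-08). FGB, the beta chain of fibrinogen (chromosome 4, 154563011 to 154572807), had 17 counts early, 65 in the middle and 2 late. Its late share of counts was 0.014 times its early share (95% counting interval 0.00156 to 0.0588). From edgeR on GMPR-scaled counts, the adjusted p was 8.6e-05 late against early. Its middle phase log2 fold change was 3.59 (adjusted p = 2.9e-07 from the same test). Of 38 measured hepatocyte secreted proteins, 36 were higher in the middle phase than the average of the others and none lower (38 when adjusted over the list alone, camera adjusted p = 2.1e-55, adjusted p = 0.040 with an estimated correlation). The low late phase enters this average, and the middle phase was not tested against the early phase alone. Their summed level was 61688 ± 20390 CPM early, 83136 ± 45121 in the middle and 6982 ± 2536 late. Of 9 hepatocyte enzymes and transporters 8 were higher (8 when adjusted over the list alone, camera adjusted p = 3.1e-11, adjusted p = 0.065 with an estimated correlation), CPS1 of the urea cycle among them (log2 fold change 2.83, adjusted p = 1.0e-05). Over the 47 hepatocyte genes with 20 or more counts in the second patient, the mean pairwise Spearman correlation across the 11 draws was 0.622, against a median of 0.216 over 10000 random lists of genes, and at percentile 100 of them. The mean in the first patient was 0.472 over 21 genes (0.155 over random lists, percentile 100), and 0.331 without day 41 (percentile 97.6). Without day 29, the draw with the highest liver levels, 4 of 23 measured secreted proteins were higher in the middle phase, and ALB, APOB and CPS1 had adjusted p-values of 0.55, 0.37 and 0.51.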

We wondered whether the liver‐enriched transcripts corresponding to our liver gene set would track temporally with liver injury, which is common in HSCT patients, sometimes as a side effect of medications given as part of their clinical care. By plotting blood levels of serum aminotransferases (AST and ALT), two enzymes produced by liver cells that are used clinically for detecting liver injury, together with levels of exRNA liver‐enriched transcript fragments over time, we saw that levels of the liver‐enriched RNA fragments showed dynamic changes and followed a similar trend as the pattern of changes in AST/ALT (Fig 6C and D). Thus, we concluded that bone marrow‐specific and liver‐specific exRNA transcript fragments show distinct expression patterns corresponding to known biology as measured by relevant, established clinical laboratory markers. These results provide a proof of concept that this approach can provide access to a circulating transcriptome with potential for biomarker development.

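Liver transcripts of the second patient were abundant up to day 29 and low afterwards, and those of the first patient peaked in 1 late draw. The mRNAs of hepatocyte secreted proteins in the second patient took 38150, 72979 and 73934 CPM on days −6, 0 and 7, 38402, 82372 and 128634 on days 14, 22 and 29, and 4499 to 11168 on days 35 to 63. Their mean was 61688 ± 20390 (SD, n = 3 draws) early, 83136 ± 45121 (SD, n = 3) in the middle and 6982 ± 2536 (SD, n = 5) late. The late level was 0.113 times the early level (two-sided exact permutation test, p = 0.018, adjusted p = 0.032 over the 25 lists), and the middle level was 4.89 times that of the other phases, which did not pass the test (exact permutation test, p = 0.073, adjusted p = 0.40). Hepatocyte enzymes and transporters fell to 0.166 times their early level (exact permutation test, p = 0.018, adjusted p = 0.032) and acute-phase proteins, a part of the secreted list, to 0.122 times (exact permutation test, p = 0.018, adjusted p = 0.032). Of 38 secreted proteins, 21 were lower late than early and none higher (26 lower when adjusted over the list alone, camera adjusted p = 1.3e-56, adjusted p = 0.021 with an estimated correlation). Of 9 enzymes and transporters, 4 were lower (5 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.2e-10, adjusted p = 0.039 with an estimated correlation). ALB fell by a log2 fold change of −2.43 (standard error 0.59, adjusted p = 0.0053 from edgeR) and APOB by −2.80 (standard error 0.71, adjusted p = 0.0071). In the first patient, the secreted proteins took 21175 CPM on day 20 and 24738 on day 41, their highest level, and 1345 on day 62, their lowest. Their late level was 0.764 times the early level (exact permutation test, p = 0.71, adjusted p = 0.83), and none of 18 measured secreted proteins was called by edgeR or DESeq2, late against early (1 lower at an unadjusted p under 0.05) or in the middle phase (1 higher). The list as a whole was higher than other genes in the middle phase (camera adjusted p = 0.0040). That call was lost in 2 of 11 omissions of a draw and with an estimated correlation. ALB in the first patient was at 17.0 ± 12.4 GMPR-normalized counts early, 26.0 ± 23 in the middle and 16.8 ± 18.6 late (log2 fold change late against early 0.01, standard error 0.63, adjusted p = 1.0). Without day 0 of the second patient 3 of 36 secreted proteins were lower late, and 10 of 37 without day 7, and the adjusted p was 0.078 for ALB and 0.098 for APOB without day 0. With library totals 29 were lower.

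**Figure D3:**
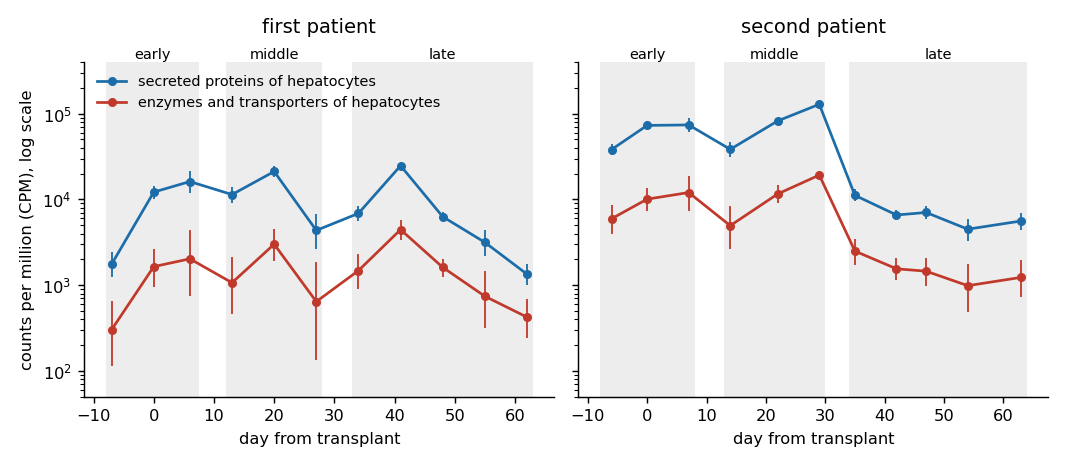
Level of hepatocyte secreted proteins and of hepatocyte enzymes and transporters in PNK-treated libraries, in CPM (log scale), against the day from transplant in the first patient (left) and the second patient (right). Points are single libraries, bars are 95% Poisson intervals of the counts, and grey bands mark the phases. The second patient's levels peak on day 29 and are low from day 35 on, and the first patient's are highest on day 41.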

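In a joint fit of both patients, single neutrophil granule and erythroid genes were higher late than early, and single platelet and liver genes were lower. Such a call can rest mostly on 1 patient. Of the genes tested in both, only PPBP was lower by each patient's own test with GMPR size factors. Gene lists were not tested in this fit. With the patient as a term, AHSP had a log2 fold change of 6.07, DEFA3 of 4.63 (standard error 0.82) and LTF of 4.24 late against early, and the platelet gene ITGB3 of −1.85 (adjusted p = 0.009 from edgeR's quasi-likelihood test). The liver gene FGB was also lower, at −2.97 to −1.78 over the 22 omissions of a draw (adjusted p = 0.049 at most from the same test). In this fit 297 genes were called, 283 higher and 14 lower (69 higher and 67 lower with library totals, 144 higher and 11 lower with DESeq2). Of 954 genes tested in both patients, 6 were higher in each patient by its own test (AHSP, ALAS2, DEFA1, DEFA1B, DEFA3 and MSRB1, with DEFA1 and DEFA1B standing for the same reads), where independent lists of 11 and 175 would share 2.02, and PPBP was lower in each. With library totals 5 of 19 and 20 genes were higher in each (AHSP, ALAS2, DEFA3, H3C11 and SLC4A1), where 0.398 would be shared, and MT-ATP6, MT-ND4L and PPBP were lower in each. The difference between the patients was tested for each gene with an interaction term. With GMPR size factors and the filter of 20 counts no gene differed at an adjusted p under 0.05 from edgeR, none did with DESeq2, and 275 genes had an unadjusted p under 0.05. With library totals, 9 genes had a lower late against early change in the second patient than in the first. Among them were HBG2 (difference in log2 fold change −5.22, adjusted p = 7.8e-04) and FN1, C3, SERPINA1, APOB and FGB, which encode plasma proteins made in the liver (SERPINA1 −3.63, adjusted p = 0.018, FGB −4.10, adjusted p = 0.042). This setting was chosen after the data were seen. With a filter of 50 counts, set earlier, HBG2 was the 1 gene called (−4.50, adjusted p = 0.023), and without libraries under 3000 counts, a later setting, HBG2 (−4.89, adjusted p = 0.0023) and APOB (−4.45, adjusted p = 0.022) were. For list levels, the difference between patients passed for none of the 25 lists (hepatocyte secreted proteins −2.75 on the log2 scale, permutation test over 5040 relabelings, p = 0.12, adjusted p = 0.31), with histones nearest (1.29, p = 0.0032, adjusted p = 0.079). The count over both patients was 789, 187 and 195 without days −7, 6 and 48 of the first patient and 136 and 151 without days 0 and 7 of the second, and ITGB3 had an adjusted p of 0.39 without day 0 of the first patient. From the rise of marrow transcripts along with the white blood cell count (Fig 5C) and the course of liver transcripts beside AST and ALT (Fig 6C and D), the paper concludes that exRNA fragments specific to bone marrow and to liver have separate expression patterns that correspond to known biology.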

**Figure 6:**
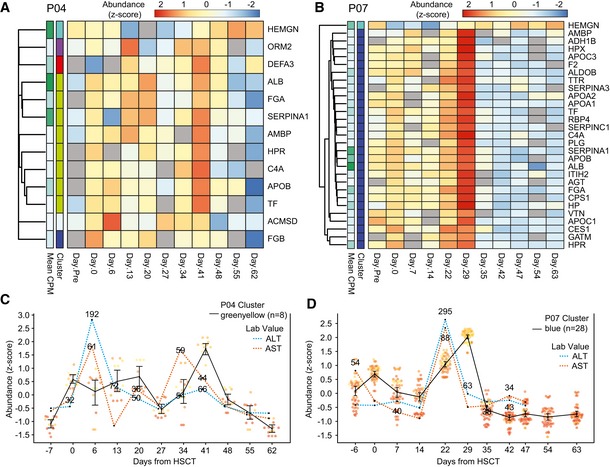
Relationship between temporal patterns of dynamically co‐expressed plasma mRNA/lncRNA fragments and liver injury in patients undergoing allogeneic HSCT A, BHeatmap of liver‐enriched genes detected and found differentially abundant by EBSeq‐HMM (FDR < 0.01) in (A) P04 and (B) P07 samples. The “cluster” row annotations indicate the co‐expression clusters identified by WGCNA. P04 cluster, greenyellow, and P07 cluster, blue, were significantly enriched for liver‐specific and enriched transcripts (hypergeometric test; FDR < 0.01).CGraph shows the expression for genes in the P04 co‐expression cluster, greenyellow, along with AST and ALT laboratory values taken on the same day.DGraph shows the expression for genes in the P07 co‐expression cluster, blue, along with AST and ALT laboratory values.Data information: (C, D) Points represent the z‐transformed log_2_ read counts for each of the genes in the cluster (P04 greenyellow: *n* = 8; P07 blue: *n* = 28). The black lines indicate the mean expression of each cluster, and error bars represent a bootstrapped (B = 1,000) 98% CI of the means. Red and blue dashed lines represent laboratory values for AST and ALT liver enzymes, respectively. AST and ALT levels were centered to a mean of 0 and standard deviation of 1 for plotting. The actual laboratory values are shown for all elevated readings (AST > 30; ALT > 35).

## Discussion

Interest in the study of exRNAs has been growing rapidly, both for their potential clinical application as biomarkers of disease measurable in biofluids such as blood (Schwarzenbach *et al*, 2011; Roser *et al*, 2018) and for their potential biological functions (Zhang *et al*, 2010; Hu *et al*, 2012; Shah & Calin, 2014). Most studies of exRNAs in human biofluids to date have focused on microRNAs. Unlike microRNAs, which are a small fraction of total genes, lncRNAs and mRNAs comprise a majority of the transcriptome and hold great potential as biomarkers given their exquisite tissue‐specific expression (Liu *et al*, 2008; Iyer *et al*, 2015) and the fact that mRNA gene signatures in tissues have proven to be powerful biomarkers in different clinical settings (Perou *et al*, 2000; Potti *et al*, 2006; Chen *et al*, 2007; Ben‐Porath *et al*, 2008). Thus, the ability to read transcriptomic information through exRNA profiles in blood plasma is important for enabling clinical applications.

However, mRNAs and lncRNAs have not been easily or consistently detectable as exRNA in blood plasma. RNAs found in plasma have generally been seen to be fragmented relative to their cellular RNA counterparts (Mitchell *et al*, 2008), and most studies have used small RNA‐seq protocols that are designed to sequence microRNAs. These protocols typically employ RNA ligase‐based adapter ligations, followed by reverse transcription and PCR to generate libraries for high‐throughput sequencing. Such protocols commonly rely on the presence of 5′ P and 3′ OH ends on the target RNA (Hafner *et al*, 2008), which are produced by the RNase III class of ribonucleases, including the double‐stranded ribonuclease Dicer that is responsible for processing precursor microRNAs to generate mature microRNAs (Knight & Bass, 2001; Ha & Kim, 2014). We hypothesized that mRNA and lncRNA transcripts in the blood circulation are likely to be acted upon by different classes of ribonucleases that may not produce ends conducive to sequencing by standard small RNA‐seq library protocols. Specifically, abundant RNases in human circulation such as those belonging to the ribonuclease superfamily A (Lu *et al*, 2018) degrade RNA dinucleotide bonds leaving a 5′ OH and 3′ P product (Cuchillo *et al*, 2011), thus rendering cleavage products unsuitable for standard ligation‐based library preparation protocols.

We sought to test this hypothesis using both ground truth samples of synthetic RNA pools with variable 5′ and 3′ end modification states and biological (plasma) samples. Our results clearly showed that PNK treatment vastly increased the recovery of fragments either lacking a 5′ P or having a 3′ P. This is consistent with the properties of PNK, which has both 5′ kinase and 3′ phosphatase activities (Richardson, 1965; Novogrodsky & Hurwitz, 1966; Cameron & Uhlenbeck, 1977). Moreover, these results highlight that standard ligation‐based small RNA‐seq approaches are not well suited to characterize exRNA beyond microRNAs and other sequences sharing the same end chemistries. Our method revealed that human plasma contains abundant mRNA and lncRNA transcript fragments, corresponding to thousands of human genes. Thus, mRNA and lncRNA fragments are a substantial component of the extracellular transcriptome in human plasma. Our incorporation of synthetic RNA pools as a ground truth reference was especially important in our study, as it allowed us to demonstrate clearly that lack of a 5′ P and presence of a 3′ P are both impediments to recovery of these fragments by standard small RNA‐seq.

Although PNK treatment enabled much greater recovery of sequences lacking 5′P and/or 3′OH, PNK is known to exhibit target nucleic acid sequence‐dependent biases in its kinase and phosphatase activities (Lee *et al*, 2013). These very likely influence the distribution of sequences we are able to recover with the current iteration of the phospho‐RNA‐seq method, limiting the accuracy of estimating the relative abundance of different mRNA/lncRNA fragments within a sample. Incorporation of an OptiKinase step prior to PNK has been reported to mitigate bias observed when using PNK alone (Lee *et al*, 2013), and could be tested in future iterations of the phospho‐RNA‐seq method. In addition, future studies using large, diverse sequences of RNA fragments with varying 5′ and 3′ phosphorylation states could be used to deeply characterize sequence‐dependent biases of PNK treatment in the context of phospho‐RNA‐seq for recovery of mRNA/lncRNA fragments. Finally, the use of downstream library protocols that have less intrinsic bias (Giraldez *et al*, 2018) than the one used here (TruSeq) has potential to increase the overall recovery of unique mRNA/lncRNA fragments, as well as to improve the accuracy of estimating relative abundance of different fragments within a sample.

A key lesson learned from our study is the importance of a highly stringent data analysis for accurate identification of mRNA and lncRNA fragments from phospho‐RNA‐seq sequence data. This is because these relatively short sequences frequently align to multiple locations in the genome. Thus, short fragments of RNAs arising from repetitive DNA transcription or ribosomal RNA fragments, for example, can spuriously align to mRNA and lncRNA exons. To avoid these false‐positive calls, we developed a three‐step filtering pipeline specifically designed for the reliable identification of mRNA and lncRNA fragments. To date, pipelines for the analysis of small RNA‐seq data such as the exceRpt pipeline (http://genboree.org/theCommons/projects/exrna-tools-may2014/wiki/Small_RNA-seq_Pipeline) have been designed with a predominant focus on microRNA annotation. Perhaps not surprisingly, we found that when applied to phospho‐RNA‐seq data analysis for mRNA/lncRNA identification, there was a high rate of false‐positive annotation. It is possible that this phenomenon may have affected prior results of plasma exRNA profiling using non‐PNK‐based approaches which, although focused primarily on microRNAs, also commented on the finding of mRNA and lncRNA transcripts in plasma (Huang *et al*, 2013; Yuan *et al*, 2016; Max *et al*, 2018). Future work could determine the extent to which reports of mRNA and lncRNA fragments from libraries not incorporating PNK may reflect false‐positive mis‐annotation, due to limitations of bioinformatic analysis pipelines. We propose that the high‐stringency pipeline we describe here is one approach for mitigating the false‐positive rate, and there may be further bioinformatic approaches that can also be developed.

We must acknowledge, however, that the strict filtering used to remove repeats, although effective in reducing false positives, also potentially removes some valuable information and can lead to false negatives. Future work could utilize additional features such as high‐confidence alignments throughout the exons of a gene in the proper orientation relative to the transcript. This may provide enough evidence to enable us to capture reads aligning to embedded repetitive sequences in *bona fide* mRNA/lncRNA transcripts, for example.

PNK is a well‐characterized enzyme frequently used to create appropriate and homogeneous RNA ends before long RNA sequencing. Specifically, this enzyme has been used in long RNA sequencing protocols to render tissue RNA suitable for adapter ligation after experimental heat‐ or alkali‐based fragmentation (Lamm *et al*, 2011; Lee *et al*, 2013). PNK has also been included in protocols aimed to identify 5′PPP moieties that correspond to transcriptional start sites in bacteria (i.e., differential RNA‐seq) (Vvedenskaya *et al*, 2015). In contrast, PNK is not generally used as part of small RNA protocols and it has not been specifically evaluated as a strategy for revealing novel mRNA/lncRNA fragment sequences in biological samples such as plasma, which are missed by standard ligation‐based small RNA protocols.

We applied phospho‐RNA‐seq to analyze longitudinal plasma samples from HSCT patients for two reasons. The first was to provide additional validation for our methods and data analytic pipeline, in that finding gene signatures in plasma that correspond to known time‐dependent biological changes in patients would make it highly unlikely that the mRNA/lncRNA fragments we found were spurious and due to mis‐annotation, for example. The second was to establish the proof of concept that mRNA/lncRNA fragment gene signatures in plasma correlate with human biology, indicating the potential of this method as a new, broadly applicable liquid biopsy approach. As shown here, we found through an analysis beginning with temporal plasma exRNA gene expression profiles and progressing to identify tissue‐specific gene sets over‐represented in the dynamic profiles, that specific gene signatures corresponding to bone marrow and liver both were tracked in a manner that paralleled the dynamic processes of bone marrow reconstitution and liver toxicity, respectively.

The results in HSCT patients indicate that the phospho‐RNA‐seq approach, when combined with high‐stringency bioinformatic data analysis, could be applied to developing biomarkers for a range of diseases in which tissue injury figures prominently. For example, this could include evaluation of the cause of hepatic injury, where plasma liver transcript signatures might provide more detailed information about underlying etiology than standard liver enzyme measurements in blood, thus assisting with differential diagnosis. Similarly, plasma transcriptome signatures may inform about damage to other organs, as can occur as a result of myocardial ischemia, autoimmune diseases, placental dysfunctions during pregnancy, and cancer treatment (e.g., chemotherapy, immunotherapies). We speculate that cancer tissue‐specific transcript gene sets could also be developed for detection and longitudinal monitoring of a variety of cancer types.

Although most prior plasma exRNA studies have focused on microRNAs, mRNAs in plasma have been reported using methodology other than phospho‐RNA‐seq. In particular, a study using a long RNA‐seq random primer cDNA synthesis protocol detected mRNAs and lncRNAs in plasma (Koh *et al*, 2014). Given that the minimal length of RNAs generally captured by that protocol is larger than what we observed with phospho‐RNA‐seq, we expect that approach is unlikely to have captured many of the mRNA/lncRNA fragments found in our study. Taken together, the results suggest that exRNA transcripts of a broad range of lengths might coexist in the human circulation. It remains an open question at this point as to what fraction of the plasma exRNA transcriptome is present as shorter fragments of the form revealed in our study, or as presumably longer RNAs reported in prior work (Koh *et al*, 2014). The shape of the exRNA size distribution observed in our data would indicate that longer fragments (e.g., > 100 bases) may exist, but may be a minority. However, this question would need to be addressed in future studies to obtain a more accurate characterization of the exRNA transcriptome present in blood and other biofluids.

Although the phospho‐RNA‐seq strategy allowed us to expand the spectrum of sequences that can be detected in plasma (i.e., sequences lacking a 5′ P and/or presenting a 3′ P end), there are certainly still limitations of this approach. Although we expect that most of the cleavage products derived from mRNA/lncRNA in circulation will present 5′ OH and 3′ P due to the abundance of superfamily A RNases in plasma, it is possible that there are exRNAs in plasma with end groups that are not addressed by our methodology (e.g., 5′ cap). Second, it is worth mentioning that the efficiency of phospho‐RNA‐seq for identifying mRNA/lncRNA fragments is affected by the recovery of other abundant plasma fragments such as ribosomal RNA and Y RNA that can dominate the sequencing data, thus reducing the depth of sequencing available for detecting mRNA and lncRNA fragments. To this end, we foresee that in the future, the sensitivity for detecting relevant mRNA and lncRNA fragments in plasma might be improved by designing specific methods for depleting abundant, undesired fragments such as fragments of rRNAs and Y RNAs, or for enriching fragments corresponding to panels of selected transcripts. It is clear that there is still room for method improvement and there may be many more mRNA and lncRNA fragments in plasma than we have identified here. It is also worth noting that new ligation‐free strategies have been recently developed for small RNA‐seq (Turchinovich *et al*, 2014). Future studies will be required to determine the efficiency and effectiveness of these approaches for detecting mRNA and lncRNA fragments in circulation. Moreover, taking into account our results, we envision that sequence data analytic pipelines specifically designed for reliable analysis of mRNA/lncRNA fragments, such as the one described here, will be required for the analysis of exRNA sequencing data generated with these strategies.

In addition to their potential utility as biomarkers in human disease, there also remains the question of whether these circulating extracellular mRNA and lncRNA fragments play any physiological role. Multiple intriguing but controversial studies have suggested that some extracellular microRNAs serve a functional role by mediating cell–cell communication (reviewed in Tkach & Thery 2016). Another recent report showed that the non‐coding RNA RN7SL1 can be transferred between cells via an extracellular form, resulting in activation of an innate immune response in the recipient cell (Nabet *et al*, 2017). Although it is unlikely that the mRNA fragments we observed retain sufficient information to direct meaningful protein translation, we speculate that there may be some specific fragments that could be functional. They might serve as an intercellular signal through their own RNA sequence, or perhaps through interactions with associated RNA binding proteins that might be bound to the fragments.

In summary, our results highlight that there is greater complexity of the extracellular transcriptome in human biofluids than previously known and that phospho‐RNA‐seq can provide access to transcriptomic signatures in plasma that are inaccessible by standard small RNA‐seq methods. The methodology presented here provides access to a new class of extracellular RNAs for development as liquid biopsy biomarkers for a variety of diseases. In addition, it may be useful to investigate this technique for application to other settings where RNA is highly degraded, including formalin‐fixed paraffin‐embedded archival tissue specimens, as well as extremely old specimens of cells or tissues, where RNA may likewise be present in highly fragmented form.

## Materials and Methods

### Synthetic reference sample

A synthetic equimolar pool containing 476 synthetic RNA oligonucleotides was prepared in an RNase‐free environment and working on ice to minimize degradation. The pool was prepared by combining (i) 286 human microRNAs and (ii) a set of 190 additional, custom‐synthesized RNA oligonucleotides, to generate the pool in which each of the 476 RNA oligonucleotides is present at equimolar concentration. The latter set of 190 RNA oligonucleotides comprises microRNAs and non‐microRNA sequences of varied length from 15 to 90 nt, which were synthesized, HPLC‐purified, and quantified spectrophotometrically by IDT (Coralville, IA, USA). The pool of RNA oligonucleotides is available to qualified investigators seeking to reproduce the synthetic equimolar for non‐commercial purposes, by request of the corresponding author (as long as supplies last). The resulting equimolar pool was aliquoted in prelabeled DNA‐, DNase‐, RNase‐, and pyrogen‐free screw‐cap tubes with low adhesion surface and stored immediately at −80°C. The complete list of RNA sequences comprising the equimolar pool is provided in Table EV1.

### Biological samples

Plasma samples from five healthy donors and serial plasma sample from two patients undergoing allogeneic HSCT were collected in 10‐ml K2EDTA plasma tubes (Vacutainer 366643; Becton Dickinson, Franklin Lakes, NY, USA) and processed within one hour of blood draw following a two‐centrifugation protocol to obtain platelet‐poor plasma as previously described (Cheng *et al*, 2013): (i) 3,400 *g* at room temperature for 10 min with high brake; and (ii) 1,940 *g* at room temperature for 10 min without brake. Plasma was stored at −80°C until RNA isolation. The University of Michigan IRB approved the study protocol to consent participants and collect samples. Informed consent was obtained from all subjects, and the samples were subsequently de‐identified before distributing to the laboratory personnel generating the libraries. The studies conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

RNA was isolated from 200 μl of plasma using the miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol with the following modifications. Plasma samples were mixed with five sample volumes of QIAzol reagent and vortexed for 10 s. Samples in QIAzol were incubated at room temperature for 5 min to inactivate RNases. Next, 0.2 volumes of chloroform were added to each sample. At that point, the manufacturer's protocol was followed.

### Library preparation and sequencing

The input for library preparation was 10 femtomoles of RNA for the synthetic equimolar pool and 5 μl of eluted RNA for the biological plasma samples.

Standard ligation‐based small RNA libraries were prepared using the TruSeq small RNA kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. Size selection was performed using pre‐cast 6% acrylamide gels (Invitrogen, Carlsbad, CA, USA) including all products from 140 to 200 bp plus any additional visible bands of greater size. To perform phospho‐RNA‐seq, synthetic and plasma RNA samples were pretreated with T4 polynucleotide kinase (NEB, Ipswich, MA, USA) using an RNA input of 7 μl in a final reaction volume of 10 μl and incubated at 37°C for 30 min following the manufacturer's instructions. After the enzymatic treatment, synthetic RNA samples were heat‐inactivated at 65°C for 20 min and biological RNA samples were purified by performing sequential washes in silica columns (Zymo, Irvine, CA, USA): (i) 900 μl of buffer RWT (Qiagen, Hilden, Germany); (ii) 900 μl of buffer RPE (Qiagen, Hilden, Germany); (iii) 900 μl of ethanol 200 proof, molecular biology grade (Fisher Scientific, Waltham, MA, USA); and (iv) 900 μl of 80% ethanol. Libraries were then prepared using the TruSeq small RNA kit according to the manufacturer's instructions. Size selection was performed as described above. For the libraries generated from patients undergoing HSCT, we narrowed the range of size selection to 140–165 bp to reduce the abundance of contaminants such as Y RNAs.

Libraries were multiplexed and sequenced using the Illumina NextSeq 500 (synthetic equimolar pool) and Illumina HiSeq 2500 (healthy controls and patients undergoing allogeneic HSCT) specifying 75 and 50 bp single‐end runs, respectively.

### Computational methods

#### exRNA processing pipeline

TruSeq adapters and stop oligo sequences were trimmed with cutadapt (v 1.91) using processing steps adapted from the sRNAnalyzer workflow (Martin, 2011; Wu *et al*, 2017). The sRNAnalyzer framework was also adapted to align adapter‐trimmed reads 15 nt and longer to several sequence databases containing known small RNA families and contaminant sequences (Wu *et al*, 2017). A table with descriptions of the included sequence databases is provided in Appendix Table S2. Up to two mismatches were allowed in the alignment.

Reads that had no valid alignments to the various endogenous non‐coding RNA sequences and contaminant databases were aligned to the human genome (GRCh38) using STAR (v 2.5.0A; Dobin *et al*, 2013). The following parameters were altered from default:

outFilterMultimapNmax = 1,000,000; outFilterMismatchNoverLmax = 0.1; outFilterMatchNmin = 15; outFilterMatchNminOverLread = 0.9; outMultimapperOrder = Random; outSAMtype = BAM Unsorted; outReadsUnmapped = Fastx; outSAMattributes = All; outSAMprimaryFlag = AllBestScore; alignIntronMax = 1; alignIntronMin = 2; alignSJDBoverhangMin = 999

These parameters remove the splicing‐aware alignment capability and limit the extent of “soft‐clipping” at the ends of the alignment.

#### Synthetic pool library analysis

Illumina NextSeq reads from equimolar synthetic pool libraries were processed to trim adapters, remove low‐quality bases, and filter short reads using the exRNA processing pipeline described above. Reads as short as 15 nt were allowed for detection of the shortest oligos in the pool. STAR (v2.5.0A) was used to align the preprocessed reads to the equimolar pool sequences. The following alignment parameters were altered from default: outFilterMultimapNmax = 1000000; outFilterMismatchNoverLmax = 0.1; outFilterMatchNmin = 15; outFilterMatchNminOverLread = 0.9; outMultimapperOrder = Random; outSAMtype = BAM Unsorted; outSAMunmapped = Within; outSAMattributes = All; outSAMprimaryFlag = AllBestScore; alignIntronMax = 1; alignIntronMin = 2; alignSJDBoverhangMin = 999. Read alignments were loaded into R for processing and analysis. Alignments were further filtered, requiring the alignment to match at least 90% of the synthetic pool sequence in the sense orientation, and be at least 15 nt in length after soft‐clipping. Read counts were scaled for multi‐mapping, dividing the counts by the number of valid alignments obtained from the “NH” tag in the bam alignment file.

#### MicroRNA analysis

Read counts for mature human microRNAs were taken from the sRNAnalyzer “.profile” counts generated in the processing pipeline. Only read counts with ≤ 1 mismatch in the sense orientation were used. Read counts for each microRNA were summed across technical replicates. Library size‐adjusted read counts were calculated as counts per million.

MicroRNA genomic coordinates (GRCh38) were obtained from miRBase V22 (http://www.mirbase.org/). Accession numbers missing from the coordinate gff files corresponded to microRNAs removed from miRBase due to lack of functional evidence and were annotated as “missing from miRBase”. Transposon and repeat‐associated microRNAs were annotated by overlapping microRNA coordinates with the RepeatMasker coordinates (UCSC Genome Browser; hg38), requiring a minimum of 1 nt overlap in either orientation.

#### Multi‐mapping scaling and gene quantification

Read counts were weighted using a strategy similar to that employed by CSEM, which gathers mapping information from neighboring read alignments to weight read counts toward loci with the most unambiguous mapping information (Chung *et al*, 2011). Our strategy differs in that we (i) gather mapping information from neighboring read alignments across all samples in the cohort, (ii) restrict our search to directly overlapping fragments, and (iii) retain the mapping ambiguity information to allow identification of commonly co‐mapping genes. To do this, a bipartite network was created using the R package, igraph, to connect reads with all overlapping clusters of mapped loci (Csardi G, Nepusz T: The igraph software package for complex network research, InterJournal, Complex Systems 1695. 2006). All connected components were identified, using the mapping ambiguity information from all connected reads to weight reads more strongly to those regions with more unambiguously mapped reads. Read alignments were annotated for overlap with (i) GENCODE transcripts, (ii) GENCODE various endogenous non‐coding RNAs, and (iii) RepeatMasker annotation coordinates (UCSC genome browser). All alignments were removed for any read aligning to GENCODE various endogenous non‐coding RNA or RepeatMasker loci (minimum 1 bp overlap in either orientation).

#### Comparison with exceRpt pipeline

The exceRpt small exRNA analysis pipeline (v 4.6.2) implemented on the Genboree Workbench (http://genboree.org/java-bin/login.jsp) was used to process and analyze healthy control samples for a healthy control (ULMC135), prepared using both the standard TruSeq small RNA library protocol and the modified phospho‐RNA‐seq method. Default exceRpt pipeline parameters were used, except to set the minimum read length to 16, and to specify TruSeq small RNA adapters for trimming. Read counts from GENCODE transcripts were obtained from the post‐processed exceRpt output files and were compared with the ULMC135 read counts from our pipeline collected at: (Stage 1) after adapter trimming and size filtering, (Stage 2) after sRNAnalyzer alignment and contaminant removal, and (Stage 3) after genome alignment and removal of RepeatMasker and various endogenous non‐coding RNA coordinate‐based annotations. Reads from each stage were aligned to the human genome with STAR, using the same alignment parameters described above. These parameters were largely copied from those used by the exceRpt pipeline to make the alignments as comparable as possible. Comparison was limited to genes detected by both pipelines. Because the exceRpt pipeline output included only summarized gene abundance, the percent of various endogenous non‐coding RNA or repeat‐aligned reads were based on the alignments from our pipeline. An alignment was considered “sRNA or Repeat‐Aligned” if any alignments for that read overlapped RepeatMasker or GENCODE various endogenous non‐coding RNA coordinates (minimum 1 nt overlap on either strand). Fragments were summarized at the gene level using multi‐mapping‐weighted exon‐aligned fragments, comparable to that used by the exceRpt pipeline for gene‐level quantification.

#### Cell‐free RNA enrichment in coding and non‐coding regions of mRNA and lncRNA transcripts

Exon, intron, and promoter (2 kb upstream + 0.2 kb downstream nt) coordinates were extracted from GENCODE (v27) protein‐coding and long non‐coding RNA annotations. RepeatMasker and sRNA‐filtered genomic alignments from the five healthy individuals were intersected with these coordinates, requiring a minimum of 1 bp of overlap in either orientation. Ambiguous annotations were allowed, but counted only once per unique combination of read and feature. Read alignments were considered “Sense” or “Antisense” based on the relative orientation of the read alignment and the mRNA or lncRNA feature. Read length distributions and gene abundance were calculated based on sense‐aligned exonic reads.

#### Analysis of hematopoietic stem cell transplantation cohort

HiSeq reads from P04 and P07 HSCT patients were processed and filtered as described above. Gene‐level counts were calculated separately for P07 and P04 samples, using the multi‐mapping‐weighted read counts from mRNA and lncRNA exon‐aligned read fragments. The resulting gene count matrices were normalized across samples using a robust geometric mean of pairwise ratio (GMPR) method, suitable for sparse data sets (Chen *et al*, 2018). 

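The GMPR size factors were recomputed from the deposited counts of each patient's 11 PNK-treated libraries. In the first patient they ran from 0.509 on day 6 to 3.04 on day 48, where factors proportional to library totals ran from 0.255 to 3.74. In the second patient they ran from 0.400 on day 7 to 2.95 on day 42, against 0.198 to 3.91 for library totals. GMPR thus gave the shallowest libraries a larger factor than their share of all counts. The size factors implied by Tables EV3 and EV4 spanned 6.04-fold in the first patient and 6.80-fold in the second, and those recomputed here 5.97-fold and 7.38-fold. The minimum count (counts under 2 taken as 0) and the gene filter (20 summed counts) were chosen among 40 combinations for their closeness to the factors implied by those tables, before any test was run. A minimum of 4 genes shared by a pair of libraries was kept throughout. On counts drawn with no change between phases at the real depths (20 draws), GMPR factors gave a median log2 fold change over genes of 0.23 late against early in the first patient and 0.67 in the second, TMM factors 0.17 and 0.58, and library totals 0.04 and 0.08. Such a shift raises deep libraries, which are mostly late, for all genes alike and does not change which genes move relative to others.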

The GMPR‐calculated size factors were provided as input to the R package, EBSeq‐HMM, which employs an autoregressive hidden Markov modeling strategy to identify genes with non‐static expression dynamics over the course of the time series (Leng *et al*, 2015). EBSeq‐HMM was run separately for P04 and P07 samples. An initial run was performed using a low number of iterations (*n* = 5) to test a range of fold‐change estimates (1.0–2.0, by 0.2). The estimate that maximizes the log likelihood was then used for a second run of the algorithm with a higher number of iterations (100). Significantly altered genes were selected at an FDR cutoff of 0.01 (Leng *et al*, 2015). GMPR‐normalized read counts from the significantly altered genes were clustered using the WGCNA workflow (Langfelder & Horvath, 2008).

#### Tissue enrichment

Databases of tissue‐enriched genes were obtained from GTex and Human Protein Atlas data curated by the TissueEnrich R package (Jain & Tuteja, 2018). Significant enrichment was determined with a hypergeometric test and using a background of all genes used as input to EBSeq‐HMM analysis (Leng *et al*, 2015).

## Author contributions

MDG and MTe conceived of the project. MDG and AE designed and performed the experimental work. MDG, RMS, AE, SWC, DJG, and MTe interpreted the results. MDG, RMS, and MTe wrote the manuscript. RMS designed and implemented the computational pipeline and performed the data analysis. MTe, SWC, and MTu designed the human subject studies. MTu and AJG carried out human subject studies, and AJG performed clinical data abstraction. All authors read the manuscript and provided input.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

Sequencing data reported here are available at GEO, under the superseries, GSE126051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126051). R code and processed data files are available on GitHub (https://github.com/rspengle/phosphosRNAseq_Manuscript_Analysis).

How the deposited data were processed for this re-analysis (not part of the article)

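Plasma exRNA of 2 patients who received an HSCT was sequenced at 11 time points each, with a PNK-treated and an untreated library per time point (44 libraries). According to the methods and the submitters' processing notes, the authors trimmed adapters and the stop oligo with cutadapt 1.91, aligned reads of sufficient length to small RNA and contaminant sequences and removed those that matched, aligned the rest to GRCh38 with STAR without splicing, removed reads over repeats and annotated noncoding RNA, and summed the fragments on exons of mRNAs and lncRNAs per gene. Bowtie is also named in these notes. Multi-mapping reads were divided between their loci, so the deposited values are expected counts with no scaling for depth, and 84.2% of the values above 0 are whole (within 1e-06). Counts of near-identical genes, such as those of the alpha-globins, the gamma-globins and the alpha-defensins, share reads and are uncertain one by one. The table holds 18143 genes. A symbol was found for 99.2% of the gene IDs, and those without one held 1.54% of the counts. The zeros of the counts matched those of the study's own normalized values in 99.6% of the values of Table EV3 and 99.8% of those of Table EV4. To protect the patients, XIST, TSIX and Y-linked genes were left out of the tests. These and a fixed list of genes whose presence in the germline varies between people, which does not hold every such gene, were not named. Library totals kept all genes.

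Time points were grouped by day from transplant into an early, a middle and a late phase, and the draws of a phase served as replicates. The libraries of 1 draw come from the same plasma RNA, so the draw was a block where PNK-treated and untreated libraries were compared. Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, robust) for genes with at least 20 counts over the libraries of the comparison, with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts under the study's threshold of 0.01 were also taken. Standard errors were back-calculated as the absolute log2 fold change over the square root of the F statistic, so they are approximate. The study tested change over time with EBSeq-HMM and formed clusters with WGCNA, neither of which was run here, so the clusters are those of Tables EV3 and EV4. Size factors were computed by GMPR, the normalization the paper names, with counts under 2 taken as 0 and at least 4 genes shared by a pair of libraries. The paper's text gives no settings for it. The minimum count and the gene filter (20 summed counts) were chosen among 40 combinations per patient for closeness to the size factors implied by Tables EV3 and EV4 (standard deviation of the log2 ratio 0.066 and 0.117, rank 2 and 3 of the 40), before any test result was seen. The minimum of shared genes was not varied.

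Gene lists (25, among them 4 that the study chose on these samples) were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and again with an estimated one, for lists with at least 3 measured members. Levels of lists are the summed counts of their members in CPM, compared between phases on the log2 scale with a pseudocount of 1 count per library by exact permutation tests. Poisson intervals cover counting error only. Named genes were chosen by a rule. They are every gene the paper names for these patients in its text, Fig 5B or Fig 6A and B, whose values in Tables EV3 and EV4 had been seen, and for each main comparison the 10 genes with the highest and the 10 with the lowest log2 fold change among those past the threshold with at least 50 counts. The genes left out to protect the patients were the exceptions to this rule. Coordinates are those of GRCh38. A fold against a group at 0 was computed against a floor of 3 counts over the group. Such folds, share ratios and their counting intervals use library totals, while the adjusted p-values given with them are from edgeR on GMPR-scaled counts.

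Counts of genes past the threshold were recomputed with TMM factors, DESeq2 1.42.0, no filter, a filter of 50 counts and each library left out in turn, and the counts over phases also with a natural cubic spline of the day with 3 degrees of freedom, counting error only and shifted phase limits. List tests were repeated with TMM factors, and list levels with another denominator, a pseudocount of 0.5, GMPR size factors, without the most abundant member and in untreated libraries. Settings added later for part of the results were library totals, the study's size factors and the omission of libraries under 3000 counts. The test was tested on simulated data with depths set by GMPR size factors and an assumed dispersion, the same for all genes. Shifts without changed genes were tested on counts drawn at the library totals with the estimated common dispersion. Tissue enrichment within the study's tables used one-sided hypergeometric tests, and co-expression was compared with 10000 random lists matched on mean expression. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Some genes are not reported here by name. Laboratory values of the patients were not used, and other experiments of the paper were not analysed here.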

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

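The tests of depth, of marrow cell return, of reads from other libraries, of HBB fragments that need no PNK, of blood cells of every type and of low depth were chosen only after the result was seen, while those of a few abundant genes, of the synthetic pool and of platelets left in the plasma were set out earlier. Liver transcripts stood apart from the other late PNK-treated libraries in 1 draw of each patient. Day 41 of the first patient held 24738 CPM of hepatocyte secreted proteins, against 1345 to 6877 in the other 4 late libraries. Acute-phase proteins, a part of that list, stood at 11181 CPM on the same day, against 701 to 3197. The liver genes of the study's clusters for the first and the second patient, lists that overlap with it, stood at 11537 CPM (714 to 3249 in the others) and 17945 CPM (1055 to 4836) in that library. Day 35 of the second patient held 4778 CPM of acute-phase proteins, against 2118 to 2833. A library this far from the rest (a gap over 0.71 of the range of 5 libraries) was found in 5 of 70 groups, and chance gives about 1 in 20.

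Some genes outside the study's table for a patient were called in each of 19 settings. Late against early in the first patient these were ALAS2 (log2 fold change 4.65), DEFA1 and DEFA1B (both 6.52, fitted to shared reads) and the lncRNA gene ENSG00000224375 (4.28, chromosome 7 of GRCh38, 134684144 to 134687990). In the second patient they were FGB (−4.91 late against early and 3.59 in the middle phase) and HIST1H3B, with a fitted log2 fold change of 7.19 that depends on the prior count because it had 0 counts early.

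Most genes called between late and early in the second patient were higher late (87.3% of the calls). Size factors computed without haemoglobin, mitochondrial, hepatocyte and the 10 most abundant genes, which held 17.6% of the counts, still gave 79.4%. GMPR takes a median of ratios over genes, in which a few abundant genes weigh little. The share thus decides little about a few genes that take many counts, which stays open. With library totals 31.1% were higher, but that setting moves all genes about alike, so the share decides nothing about depth differences left by the size factors. In simulated libraries at the real depths without changed genes, the median log2 fold change was 0.67 (1.51 observed) with at most 1 call (237 observed). The shift alone thus gave almost no calls there. How many calls such a shift adds among genes that do change was not simulated, so depth stays open. The genes called higher with library totals were members of the erythroid, neutrophil, granule, histone and proliferation lists in 16 of 23 cases, against 113 of 1120 tested genes (odds ratio 23.4, 95% interval 8.85 to 69.0, Fisher's exact test), as a return of marrow cells would give, which stays open too.

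HBB had 125 to 185 counts in each untreated library of the first patient. The highest over the lowest was 1.48 (5.95 for HBB in the PNK-treated libraries and 3.31 for the totals of the untreated libraries), which is the pattern itself, so HBB fragments of the plasma that need no PNK cannot be told apart and stay open. The ratio of HBA1 to HBB counts on days 6 to 27 was 0.0481, against 1.16 over all PNK-treated libraries (0.0413 times as high, 0.205 times with HBA2 added), which argues against reads from the other libraries of the run. Carry-over of the synthetic RNA pool of the study stays open too, because 0 of the 2 pool genes set for the test (PCA3 and PCAT14) have a row, although ACTB, with 3 pool fragments with a 5′ phosphate against 5 of HBB, had just 8 to 16.5 counts, which goes against carry-over if equal amounts of fragments give like counts, a yield not measured here. GAPDH and LMNA, which have no matching pool fragment, had 5 to 13 and 3 to 9 counts in the same libraries, and no biological explanation was tested.

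Platelet transcripts stood at 65843 CPM on day 0 in the first patient, and mitochondrial transcripts were also highest on that day in both patients. Libraries with fewer counts (4) reached at most 16081 CPM, which argues against low depth. Of the erythroid, mature neutrophil and T and NK cell lists, 2 of 3 were under 1.5 times their mean in the other early draws (0.863, 2.11 and 1.29 times). This argues against blood cells of every type left in the plasma only if their numbers in blood were alike in the early draws. That was not checked, so this explanation stays open. Of 26 platelet list members with at least 20 counts, 88.5% (23) had their highest share on day 0, which restates the pattern and decides nothing about its source. Platelets left in the plasma of that draw, although the methods centrifuged blood to obtain platelet-poor plasma, and a change in the platelets of the patient around the transplant cannot be told apart and stay open.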

How the results depend on the processing

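Library totals, the study's size factors, the sets without libraries under 3000 counts or without pool and constant genes, counting error with library totals and lists without 1 gene of each pair with identical counts were chosen after the data were seen, and the other settings before the data were examined. No named gene reversed its direction. Outside the single-draw omissions, 437 results of named genes kept their call and 48 lost it, as did 91 and 49 list tests and 139 and 23 list levels, and 97 counts stayed within their range while 55 moved. With single draws left out, named genes kept 962 calls and lost 93, list tests 371 and 14, list levels 238 and 26, and 224 counts stayed while 40 moved. In simulation these tests missed most small changes: genes changed 2-fold between late and early were called in 4.8% and 0% of cases in the first and the second patient. These libraries had depths set by GMPR size factors and an assumed dispersion above the estimated ones. Apart from smaller or larger sets of genes or libraries, the cause was not tested.

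Without a filter, the count over phases was 22 (103 in the main setting) in the first patient and 126 (267) in the second, late against early 6 (15) and 8 (237), the middle phase of the first 2 (20), PNK-treated against untreated in the second 265 (536), and both patients 87 (297). With at least 50 counts, the middle phases gave 50 and 24 (59), PNK 516 (1613) and 238, the second patient over phases 125 and late against early 119, and the difference between patients 1 (0, with 275 genes at an unadjusted p under 0.05 and 0 by DESeq2). DESeq2 gave 34 and 38 for the middle phases, 355 and 154 for PNK, 120 over phases and 49 late against early in the second patient, and 155 for both. TMM factors gave 152 over phases and 60 late against early in the second patient, and the study's size factors 121 late against early. Library totals gave 36 and 74 late against early, 204 and 210 for PNK, 158 over phases in the second patient, 136 for both, 9 for the difference and 1.22 (1.71) for the late minus early z-score of the turquoise cluster. Without libraries under 3000 counts, late against early gave 25 and 38, the middle phase of the first patient 57, phases of the second 130, both 68, the difference 2, and list levels past the exact test 8 (5) late against early in the first patient and 7 (1) for the middle phase of the second. Over phases in the first patient, counting error only gave 409, with library totals 257, and shifted phase limits 49.

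Lists late against early without DEFA1B and H3C15, whose counts equal those of DEFA1 and H3C14, had 2 of 5 and 10 of 14 granule genes and 0 of 33 and 24 of 39 histone genes higher in the first and the second patient. With an estimated correlation, lists called late against early were 0 (8) and 6 (13) and for the middle phase of the first patient 0 (8), and with library totals as well 0, 7 and 0. List levels past the exact test, late against early in the first patient, were 3 without the most abundant member and 0 in untreated libraries. For the middle phase they were 3 (1) and 0 (1) in untreated libraries of the first and the second patient, and in the second 5 with GMPR size factors and 2 without pool and constant genes. In untreated libraries, the late minus early log2 level reversed for mature neutrophils of the first patient (−0.0785, main 1.44), and for cell proliferation (−0.65, main 1.80) and the interferon response (−1.63, main 0.78) of the second, as did ribosomal proteins in its middle phase (0.17, main −0.56). GMPR size factors reversed monocytes and macrophages in the second patient (0.60, main −0.23).

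Leaving out each draw in turn gave 38 to 131 genes over phases, 9 to 50 late against early and 1 to 57 in the middle phase of the first patient, and 148 to 264, 5 to 252 and 4 to 71 in the second. The count for PNK was 314 to 595 in the second patient (314 without the PNK-treated library of day 42), for both patients 136 to 789 and for the difference 0 to 1 (1 without day 0, 7, 14 or 35 of the second). Lists called in the middle phase of the first patient were 4 to 9 (5 and 4 without days −7 and 20). List levels past the exact test were 4 to 8 late against early in the first patient (8 without day −7 or 6), 0 to 1 in its middle phase (0 without day 13) and 1 to 5 in the middle phase of the second (3, 5 and 5 without days 0, 7 and 14).

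Without the replicate block of paired libraries from 1 draw, 1621 genes differed between PNK-treated and untreated libraries in the first patient and 460 in the second (1613 and 536 with the block). Among named genes, HBB (log2 fold change −0.70, adjusted p = 0.080), TRA2B (−0.91, adjusted p = 0.087) and TFRC (−0.86, adjusted p = 0.10) lost their call in the first patient and TFRC (−1.20, adjusted p = 0.068) in the second, and no other named gene did. TRA2B in the first patient also lost its call with DESeq2 (adjusted p = 0.082) and without a filter (adjusted p = 0.080), and over all settings apart from single draws, this one included, the highest adjusted p-values of the 4 were 0.080, 0.087, 0.31 and 0.32.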

Differences from the paper's values

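Counting error only with library totals (173 and 177 genes in the first and the second patient at an FDR under 0.01) and library totals for the z-scores were chosen only after the values were seen, and the other settings below before the data were examined. The paper reports 690 genes with dynamic changes at an FDR under 0.01 in the first patient, found with EBSeq-HMM, and 45 genes differed between phases at the same threshold with edgeR. All of the alternatives set before the data were examined also stayed more than 1.5-fold from the paper's value, with 12 (shifted phase limits) to 242 genes (counting error only). The paper reports 275 genes in the second patient, and 134 differed between phases. Counting error only gave 265 genes, within 1.5-fold of the paper's value, while all other such alternatives stayed farther from it (52 to 159 genes).

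The paper states that 3 clusters of the first patient and 2 of the second were enriched for bone marrow transcripts, and 0 of its clusters were at an FDR under 0.01 in either patient here (one-sided exact hypergeometric test, nearest the turquoise clusters with exact p = 0.0093 and exact p = 0.0020). The background here was the genes of each table, and the paper's was all genes tested. For liver transcripts the counts of enriched clusters, 1 in each patient, were the same as the paper's.

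The paper describes marrow transcripts as lower in the first week after transplant. Mean z-scores of the marrow genes were lower on day 6 than on day 0 in 3 of 3 clusters of the first patient, and in 2 of 3 with library totals, where the turquoise cluster went from −0.30 to −0.19. In the second patient the turquoise cluster went from −0.86 on day 0 to −1.0 on day 7 and the yellow cluster from −1.09 to −1.0, while with library totals they went from −0.68 to −0.43 and from −1.03 to −0.64. As a share of counts, the marrow genes of the heat map took 53111, 73639 and 80529 CPM on days −7, 0 and 6 of the first patient, and 113981, 39051 and 38846 CPM on days −6, 0 and 7 of the second. HBB is among the genes of the first patient and had at least 94.95 counts in each of its PNK-treated libraries. The library of day 6 held 2955 counts in all, so HBB took much of the share on that day.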

Other observations

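The comparisons of other splits and the counts with library totals were chosen only after the results were seen. Transcripts of dividing cells were higher late than early in the second patient, and transcripts of mitochondria, T and NK cells, skeletal muscle and brain were lower. Replication-dependent histones took 4499 ± 241 CPM early (SD, n = 3 draws) and 22878 ± 5481 late (SD, n = 5), 4.63-fold higher (exact permutation test, p = 0.018, adjusted p = 0.032 over the 25 lists). The cell proliferation list, with genes such as MKI67, was 3.47-fold higher (exact permutation test, adjusted p = 0.032), and of its 11 measured members 7 were higher late (9 when adjusted over the list alone, camera adjusted p = 0.010, adjusted p = 0.095 with an estimated correlation). Its camera adjusted p was 0.060 without day −6 and 0.052 without day 42, and its level in the untreated libraries was not higher late (log2 −0.65, exact permutation test, p = 0.18). Mitochondrially encoded transcripts stood at 0.358 times their early level and T and NK cell transcripts at 0.419 times (exact permutation test, both adjusted p = 0.032), but with GMPR size factors the exact p was 0.089 and 0.21. In untreated libraries histones (2.06-fold, exact permutation test, p = 0.071) and mitochondrially encoded transcripts (0.538 times, p = 0.11 from the same exact test) did not pass. Skeletal muscle stood at 0.128 times its early level (exact permutation test, adjusted p = 0.032, unadjusted p = 0.095 without day 7) and the intestinal epithelium at 0.276 times (exact permutation test, adjusted p = 0.032), from 33.3 and 29.5 counts over all draws, and the brain list at 0.470 times (exact permutation test, adjusted p = 0.032, 57 counts, exact p = 0.43 with GMPR size factors). The intestinal list had 0 counts on day 7, an early library of 1622 counts. The pseudocount of 1 count set its level there, so its test decides nothing. Early libraries of this patient were shallower than late ones, so the pseudocount raises sparse lists more in the early phase. In the first patient the late histone level was 1.89 times the early level (exact permutation test, p = 0.018, adjusted p = 0.11) and the vascular endothelium level 0.362 times (exact permutation test, p = 0.036, adjusted p = 0.18), which did not pass. Ribosomal protein transcripts of the second patient had a middle level 0.677 times that of the other phases (exact permutation test, p = 0.012, adjusted p = 0.30, unadjusted p = 0.067 without day 14).

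PNK-treated and untreated libraries of the same draws differed in which mRNAs they held. Most called genes were higher in PNK-treated libraries. EEF1A1, the translation elongation factor, had a log2 fold change of 7.02 (standard error 0.70, adjusted p = 2.2e-21 from edgeR's quasi-likelihood test) in the first patient and 2.74 (standard error 0.59, adjusted p = 7.9e-05) in the second, and RPLP2, an acidic protein of the large ribosomal subunit, 5.43 and 4.87 (adjusted p = 6.8e-11 and 6.6e-05). HEMGN, an erythroid nuclear protein, had 4.39 and 5.01, and MT-ND4L, a mitochondrially encoded subunit of complex I, 5.62 and 3.86. Fewer genes were higher in untreated libraries. SPPL2B, an intramembrane protease, had log2 fold changes of −2.43 (standard error 0.38, adjusted p = 3.1e-09) and −3.43 (standard error 0.46, adjusted p = 2.1e-11), and the transcription factor gene KLF13 −1.22 and −1.59 (adjusted p = 0.0019 and 0.0025). In all, 1613 of 1900 genes differed in the first patient (1589 higher with PNK, 24 lower) and 536 of 1292 in the second (492 higher, 44 lower, and 314 in all without the PNK-treated library of day 42). With library totals 132 were higher and 72 lower in the first, and 124 and 86 in the second, as the median log2 fold change of all genes went from 2.58 to 1.04 and from 1.43 to 0.66. In libraries simulated at depths set by GMPR size factors and with an assumed dispersion, 22.7% of the calls in the first patient (1183 genes) and 40.9% in the second (822 genes) were unchanged genes (6.2% and 13.9% with DESeq2), so single calls are uncertain.

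Untreated libraries of the second patient showed the same directions as the PNK-treated ones for several lists, without passing after adjustment. Late against early, hepatocyte secreted proteins stood at 0.237 times the early level, mature neutrophils at 2.70 times and neutrophil granule proteins at 3.59 times (exact permutation test, each p = 0.018, adjusted p = 0.054 over the 15 lists with at least 50 counts). Acute-phase proteins had a log2 difference of −2.85 (exact permutation test, p = 0.036, adjusted p = 0.089). None of 12 lists in the first patient passed the exact permutation test late against early, where the smallest adjusted p was 0.59.

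Other splits of the draws into phases of the same sizes were tested against each count. For late against early, 1 of 56 splits gave as many calls as the real 1 in the first patient (15 genes, highest other 9) and 1 of 56 in the second (237, highest other 6), the smallest share that 56 splits allow. Without day 0 the real counts were 9 and 5, no more than those highest others, so this rests on 1 early draw of each patient. Splits take serial draws as exchangeable, and depth changed along with the phases. A trend over time or in depth could thus also set the real split apart, and chance is not excluded. Over phases in the first patient 1 of 100 splits gave as many (103 genes, highest other 64). Its real count was 38, 40, 56, 57 and 46 without days 13, 20, 27, 48 and 62, under that highest other. Both patients together gave 1 of 100 (297 genes, highest other 69). PNK-treated against untreated libraries gave 1 of 40 splits each (1613 genes with highest other 0, and 536 with highest other 2). The PNK-treated library was the deeper in each draw, so relabeling mixes deep with shallow libraries and could hardly give as many calls. Over phases and in the middle phase of the second patient, 2 of 100 and 2 of 78 splits gave as many calls (267 and 59 genes). The highest others, 364 and 89, came from 1 regrouping in which days −6, 22 and 29 stood for the early phase and days 0, 7 and 14 for the middle phase. Days 0, 7 and 14 are the shallowest PNK-treated libraries of this patient (4391, 1622 and 2732 counts). Whether depth sets them apart was not tested. Chance cannot be excluded for the middle phase of the first patient (4 of 78 splits, 20 genes, highest other 60). For the difference between patients the real count is 0, so all 100 splits give as many by construction (highest other 2) and the comparison decides nothing.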
